# 7-Hydroxycoumarin Attenuates Colistin-Induced Kidney Injury in Mice Through the Decreased Level of Histone Deacetylase 1 and the Activation of Nrf2 Signaling Pathway

**DOI:** 10.3389/fphar.2020.01146

**Published:** 2020-07-28

**Authors:** Jian Wang, Muhammad Ishfaq, Qianqian Fan, Chunli Chen, Jichang Li

**Keywords:** colistin, Nrf2, HDAC1, 7-Hydroxycoumarin, renal injury

## Abstract

Colistin has been considered as the last line of defense against Gram-negative bacterial infections, however, the potential nephrotoxicity limited its clinical use. 7-Hydroxycoumarin (7-HC) possesses many beneﬁcial pharmacological activities. This study aimed to investigate the nephroprotective effects of 7-HC against colistin-induced kidney injury. *In vivo* experiments showed that 7-HC alleviated kidney injury induced by colistin, as indicated by lower levels of serum neutrophil gelatinase-associated lipocalin, blood urea nitrogen and creatinine levels. Both *in vivo* and *in vitro* results demonstrated that 7-HC alleviated oxidative stress and apoptosis induced by colistin, as shown by decreased malondialdehyde levels, decreased caspase-3 and caspase-9 activities, and increased superoxide dismutase and catalase activities. We also found that colistin significantly induced histone deacetylase (HDAC) 1 expression that deacetylated histone 3 at Lys27 acetylation (H3K27AC) of Nrf2 promoter region and hence inhibiting Nrf2 signaling. 7-HC treatment restored histone acetylation at the Nrf2 promoter region and hence promoted Nrf2 expression. These results suggested that 7-HC alleviates colistin-induced renal injury and this eﬀect was achieved by enhancement of renal antioxidant capacity with the decreased level of HDAC1 and the activation of Nrf2 signaling pathway.

## Introduction

In the past 20 years, there has been a pronounced increase in the emergence of multiple resistance of Gram-negative bacterial infections, especially multiresistant *Klebsiella pneumoniae*, *Acinetobacter baumannii* and *Pseudomonas aeruginosa* (Lachiewicz et al., 2017; Tissera et al., 2017). Due to the slow developmental process of new antibiotics, colistin has been considered as the last-line therapy for the treatment of multiresistant Gram-negative bacterial infections (Li et al., 2006). Dose-dependent nephrotoxicity is one of the main limiting factors that limit effective colistin therapy (Dai et al., 2015), and the clinical incidence of nephrotoxicity is 15%–60% (Kubin et al., 2012; Akajagbor et al., 2013; Ritesh and Arun, 2018). Therefore, it is necessary to develop effective nephroprotective agents for optimizing clinical use of colistin.

Understanding the mechanism of colistin-induced kidney injury is crucial for the development of nephroprotective agents. Colistin-induced kidney injury is characterized by increased generation of reactive oxygen species (ROS), which results in oxidative stress and apoptosis (Dai et al., 2015; Dai et al., 2017). Nuclear factor erythroid 2-related factor 2 (Nrf2) is an important transcription factor that regulates antioxidant genes, such as heme oxygenase-1 (HO-1), superoxide dismutase (SOD) and catalase (CAT) that alleviate oxidative stress (Zoja et al., 2014; Dai et al., 2015). It has been reported that the activation of Nrf2 signaling can relieve renal damage caused by colistin (Dai et al., 2015; Dai et al., 2017). In addition, the accumulated evidences have emphasized the importance of histone deacetylase (HDAC)–mediated epigenetic processes in the development of various renal diseases including drug-induced kidney injury (Wang et al., 2014; Ma et al., 2017; Yoshikazu et al., 2018). For example, sirtuin 7, a member of HDACs, knockout ameliorates cisplatin-induced acute kidney injury through regulating the nuclear expression of transcription factor NF-κB that resulted in decreased TNF-α expression (Yoshikazu et al., 2018). Overexpression of HDAC2 exacerbates cisplatin-induced renal tubular cells apoptosis through inhibiting the expression levels of BMP-7 epigenetically (Ma et al., 2017). Therefore, clarifying the role of HDAC in colistin-induced kidney injury and targeting HDAC may contribute to develop effective nephroprotective agents against colistin-induced kidney injury.

7-Hydroxycoumarin (7-HC) is a coumarin compound that is commonly found in Chinese herbs and vegetables (Wu et al., 2020). Previous studies reported the beneﬁcial pharmacological activities of 7-HC in different experimental models such as protective effects against methotrexate- and cisplatin-induced renal injury (Hassanein et al., 2018; Wu et al., 2020), liver damage caused by carbon tetrachloride (Mahmoud et al., 2019), myocardial infarction induced by isoproterenol (Jagadeesh et al., 2016) and cerebral ischemia-reperfusion-induced injury (Wang et al., 2015). Therefore, 7-HC has great potential to develop as functional food or nutritional supplement (Wu et al., 2020). Moreover, 7-HC may be a potential adjuvant therapeutic drug that could enhance the antibacterial effects of antibiotics. Previous studies showed that 7-HC could affect the motility and quorum-sensing (QS) activity of *Escherichia coli* and *Staphylococcus aureus* (these bacteria are commonly found in hospital-acquired infections), which indicated that 7-HC plays an important role in the interference of cell-cell interactions and in biofilm formation (Lee et al., 2014; Monte et al., 2014).

In the present study, we demonstrate that 7-HC is an effective nephroprotective agent against colistin-induced kidney injury and the protective eﬀect was achieved through the decreased level of HDAC1 and the activation of Nrf2 signaling pathway.

## Materials and Methods

### Reagents and Antibodies

Colistin (sulfate) was obtained from Zhejiang Shenghua Biology Co., Ltd (20400 U/mg, Zhengjiang, China). 7-HC (purity 99%) was purchased from National Institutes for Food and Drug Control (Beijing, China). Primary antibodies against Lamin B (catalog number: ab169306), Nrf2 (catalog number: ab31163), HO-1 (catalog number: ab13248) and histone 3 at Lys27 acetylation (H3K27AC) (catalog number: ab4729) were purchased from Abcam (Cambridge, MA, UK). Primary antibodies against HDAC1 (catalog number: 34589S) was purchased from Cell Signaling Technology (Danvers, MA, USA). Anti-β-actin (catalog number: sc-8432) and horseradish peroxidase (HRP)-labeled goat anti-rabbit IgG (catalog number: sc-2030) were purchased from Santa Cruz Biotechnology (Santa Cruz, CA, USA).

### Animal Experiments

The animal experiments were approved by the Institutional Animal Care and Use Committee of Northeast Agricultural University. Adult Kunming mice (female, 6 to 8 weeks, 18 to 22 g) were obtained from Experimental Animal Centre of Harbin Veterinary Research Institute of Chinese Academy of Agricultural Sciences (Harbin, China). The animal laboratory was maintained at approximately 22°C and 50% relative humidity with a 12 h light-dark cycle. After 1 week of acclimation, mice were randomly divided into four groups (n=6 in each group): saline solution (control group); 7-HC administered at 50 mg/kg of body weight/day (7-HC group); colistin at 15 mg/kg/day (colistin group); colistin at 15 mg/kg/day plus 7-HC at 50 mg/kg/day (colistin + 7-HC group). For colistin treatment, mice were intraperitoneally injected colistin (colistin sulfate in sterile saline) *via* a 3-min infusion as described previously (Dai et al., 2015). In the colistin + 7-HC group, mice were intraperitoneally injected 7-HC (7-HC in 5% DMSO) at 2 h before colistin treatment. Mice in control or 7-HC group were given an equal volume of saline solution or 5% DMSO in saline, respectively. All mice were treated for 7 consecutive days and euthanized by cervical dislocation at 12 h after the last dose. The kidney tissues were immediately collected and frozen by liquid nitrogen, and then stored at −80°C for further analysis. Serum was collected from blood samples at room temperature for 45 min to allow coagulation and subsequently centrifuged at 3,500 × g for 15 min. Supernatant was harvested and stored at −80°C for further analysis.

### Histopathological Examination

Histopathological examination was performed as described previously (Dai et al., 2015). Briefly, the left kidney tissue samples were randomly collected from four mice of each group and fixed with 10% neutral buffered formalin at least 12 h. The formalin-ﬁxated tissues were dehydrated in a series of graded alcohols, xylene transparency and embedded in paraffin wax. Paraffin sections (4 μm) were stained with hematoxylin and eosin (HE), and then examined under an optical microscope. A semiquantitative score (SQS) was used to grade the lesion severity for each kidney sample. Scores of 0, + 1, +2, +3, +4, and +5 corresponded to no change, mild change, mild to moderate change, moderate change, moderate to severe change, and severe change, respectively.

### Measurement of Kidney Function

Blood urea nitrogen (BUN) and creatinine (CRE) levels were measured using standard detection kits according to the manufacturer’s instructions (Jiancheng Bioengineering Institute, Nanjing, China). Serum neutrophil gelatinase-associated lipocalin (NGAL) were measured using Mouse NGAL Quantikine ELISA Kit (R&D Systems China Co. Ltd., Changning, China) according to the manufacturer’s instruction.

### Measurement of Oxidative Stress Markers

Samples from each group were collected and lysed using the cell lysis buffer provided by the manufacturer. Centrifugation was performed at 3,000 × g (4°C) for 15 min to get the supernatant. The concentrations of malondialdehyde (MDA), CAT, and SOD activities were determined by using commercial kits (Jiancheng Bioengineering Institute, Nanjing, China). Protein concentrations in the supernatant were adjusted using the bicinchoninic acid (BCA) Kit (Beyotime, Haimen, China).

### Measurement of Caspase-3/Caspase-9 Activities

Caspase-3 and caspase-9 activities were measured by using commercial detection kits (Jiancheng Bioengineering Institute, Nanjing, China). Samples from each group were collected and lysed using the cell lysis buffer provided by the manufacturer. Centrifugation was performed at 12,000 × g (4°C) for 15 min to get the supernatant. The supernatants were used to determine the activities of caspase-3 and caspase-9. Protein concentrations in the supernatant were adjusted by using the BCA Kit.

### Western Blotting

Western blotting was carried out as previously described (Wang et al., 2019). Nuclear proteins were extracted using a Nuclear Protein Extraction Kit (Solarbio, Beijing, China) and total protein were prepared in radio-immunoprecipitation assay (RIPA) lysis buffer containing 0.5 mM PMSF (Beyotime, Haimen, China), and centrifuged at 12,000 × g for 15 min at 4°C. Equivalent amounts of protein were separated in a 10-12% gel by SDS-polyacrylamide gel electrophoresis (SDS-PAGE) and then transferred onto nitrocellulose (NC) membranes. The NC membranes were blocked with 5% skim milk dissolved in TBST (Solarbio, Beijing, China) at 4°C for 1 h and incubated overnight with primary antibodies. The secondary antibody was incubated at room temperature for 1 h and the blots were detected by BeyoECL Plus (Beyotime, Haimen, China). The results were assessed by an image capture and analysis system (GeneGnome, Syngene, UK).

### RNA Sequencing

Kidney tissue samples were randomly collected from three mice of each group. RNA preparation, library construction and sequencing were performed on the BGISEQ-500 platform at the Beijing Genomics Institute (BGI, Shenzhen, China). The sequencing data was filtered with SOAPnuke (v1.5.2) and the clean reads were mapped to the reference genome using HISAT2 (v2.0.4). Bowtie2 (v2.2.5) was applied to align the clean reads to the reference coding gene set, then the expression level of gene was calculated by RSEM (v1.2.12). The Venn map was drawn by Venn Diagram (v1.6.20) according to the gene expression in different samples. The protein-protein interaction (PPI) network was predicted using Search Tool for the Retrieval of Interacting Genes (STRING; http://string-db.org) (version 10.0) online database. Essentially, differential expression analysis was performed by using the DESeq2 (v1.4.5) with fold change ≥ 2 and q value ≤ 0.001. RNA sequencing (RNA-seq) data were deposited in the Gene Expression Omnibus (Accession no. GSE150518).

### Quantitative Real-Time PCR Analysis

The procedure was carried out as described previously (Wang et al., 2019). Briefly, total RNA was extracted using Trizol reagent (Life Technologies, Grand Island, NY, USA) according to the manufacturer’s instructions. Total RNA was qualified and quantified using a Nano Drop and Agilent 2100 bioanalyzer (Thermo Fisher Scientific, MA, USA). One migcrogram of total RNA (the RNA integrity number ≥ 8 and concentration ≥ 50 ng/μl) were reverse transcribed using the Transcriptor First Strand cDNA Synthesis Kit (Transgen, Beijing, China). The gene expression levels were detected using real-time PCR with a SYBR premix Ex Taq kit (Transgen, Beijing, China) on an Applied Biosystems 7500 real-time PCR system thermocycler. Each sample was analyzed in triplicates and the mRNA expression of the target genes was analyzed by 2^−△△Ct^ method, following normalization with β-actin gene. Primer sequences of HDAC1 and β-actin genes are shown as follows: HDAC1, 5’-TGAAGCCTCACCGAATCCG-3’ and 5’-GGGCGAATAGAACGCAGGA-3’ (Deng et al., 2020); β-actin, 5’-GTTGGAGCAAACATCCCCCA-3’ and 5’-ACGCGACCATCCTCCTC TTA-3’ (Yu et al., 2018).

### Cell Culture and Treatments

Mouse renal tubular epithelial cells (mRTECs) were obtained from the Cell Bank of the Type Culture Collection, Shanghai Institute of Cell Biology, Chinese Academy of Sciences. The cells were grown in DMEM supplemented with 10% (vol/vol) FBS at 37°C in a humidified atmosphere containing 5% CO_2_. Experimental groups including control group (cells incubated serum-free DMEM); 7-HC group (cells pretreated with 20 μM 7-HC for 2 h, then incubated with serum-free DMEM); colistin group (cells incubated 200 µM colistin for 24 h); colistin + 7-HC group (cells pretreated with 20 μM 7-HC for 2 h, then coincubated with 200 µM colistin for 24 h); control + siHDAC1 group (cells pretransfected with siRNA_HDAC1, then incubated with serum-free DMEM); colistin + siHDAC1 group (cells pretransfected with siRNA_HDAC1, then incubated with 200 µM colistin for 24 h). After colistin treatment, the cells were collected for further analysis and all experiments were conducted at least three times.

### Knockdown of HDAC1 in mRTECs

The cells were preftransfected with siRNA_HDAC1 using Lipofectamine 2000TM reagent (Invitrogen, Carlsbad, CA, USA). Negative control siRNA was used as a control. siRNAs targeting HDAC1 were purchased from GenePharma Co. Ltd (Shanghai, China). The siRNA sequences used in experiments are as follows: siRNA_1_HDAC1 (sense: 5’-GCCGGUCAUGCUCAAAGUATT-3’ and antisense: 5’-UACUUUGGACAUGACCGGCTT-3’); siRNA_2_HDAC1 (sense: 5’-CCACCGC AAUUCAUUUAGUTT-3’ and antisense: 5’-ACUAAAUGAAUUGCGGUGGTT-3’). Negative control siRNA (sense: 5’-UUCUCCGAACGUGUCACGUTT-3’ and antisense: 5’-ACGUGACACGUUCGGAGAATT-3’). Transfection efficiency was evaluated by Western blot.

### MTT Assay

Cells were seeded in 96-well plates. After culture for 12 h, cells were pretreated with 7-HC (0–40 µM), and colistin (0 or 200 µM) for 24 h. The medium was removed and replaced with serum-free medium containing 5 mg/ml MTT and the cells were incubated for 4 h at 37°C. Finally, the medium was discarded and incubated with DMSO for 20 min at room temperature. The absorbance was read at 570 nm in a microplate reader (Molecular Devices, Sunnyvale, CA, USA).

### ROS Measurement

ROS content of mRTECs were detected using the ROS-specific fluorescent dye 2’, 7’-Dichlorofluorescensin diacetate (DCFH-DA, Beyotime, Haimen, China) according to our previous study (Wang et al., 2019). Briefly, cells were collected from each group and washed three times with cold PBS, then DCFH-DA was added into the medium for a further 45 min. Fluorescence was imaged using a fluorescent microscope at excitation wavelength 488 nm, emission wavelength 530 nm (Olympus, Japan).

### HDAC Activity Assay

The procedure was carried out as described previously (Andrade-Oliveira et al., 2015). Each group samples were collected and total protein extracts were prepared in radio-immunoprecipitation assay (RIPA) lysis buffer containing 0.5 mM PMSF, then centrifuged at 12,000 × g for 15 min at 4°C. Equivalent amounts of protein from each group were used to measure HDAC activity in an HDAC activity colorimetric assay kit according to the manufacturer’s (Biovision) instructions.

### Chromatin Immunoprecipitation Assay

Cells were cross-linked by 1% formaldehyde and the procedure of chromatin immunoprecipitation (ChIP) was carried out according to the manufacturers’ instructions by using Magna ChIPHiSens Kit (Millipore, Darmstadt, Germany) as described previously (Liu et al., 2017). Chromatin DNA samples were immunoprecipitated with antibodies against mouse IgG, H3K27AC or HDAC1. PCR amplification was performed in 50 μl volumes for 30–35 cycles to determine the appropriate conditions for the PCR products of Nrf2 promoter region. Primer sequences as follows: Nrf2-promoter F: 5’-TCCTCTGGGGGCATGGTAAT-3’; Nrf2-promoter R: 5’-GTTCTTGCGTGCT CCAGATG-3’.

### Statistical Analysis

Data were obtained from at least three independent experiments and are presented as means ± SD. One-way analysis of variance (ANOVA) was used for analysis of data, followed by the LSD *post hoc* test using SPSS v. 21.0 (SPSS Inc., Chicago, IL, USA). A value of *P* < 0.05 was regarded as statistically significant.

## Results

### 7-HC Ameliorates Colistin-Induced Kidney Injury in Mice

In the control group and 7-HC group, no marked histopathological changes of kidney tissues were observed (**Figures 1A, B**). However, kidney tissues in the colistin group exhibited extensive damage such as renal tubule amplification, epithelial cells detachment and necrosis (**Figure 1C**); the SQS increased to 2.75 ± 0.50 (**Figure 1E**, *P* < 0.01). In the colistin + 7-HC group, these histopathological changes were markedly attenuated (**Figure 1D**); the SQS decreased to 1.25 ± 0.50 (**Figure 1E**, *P* < 0.01). Serum NGAL, BUN, and CRE levels were increased in response to impairment in renal function. Compared to the control group, serum NGAL, BUN, and CRE levels did not significantly changed in the 7-HC group but markedly increased in the colistin group (**Figures 1F–H**, all *P* < 0.01). In the colistin + 7-HC group, pretreatment with 7-HC effectively attenuated the increase in serum NGAL, BUN and CRE levels (**Figures 1F–H**, all *P* < 0.01).

**Figure 1:**
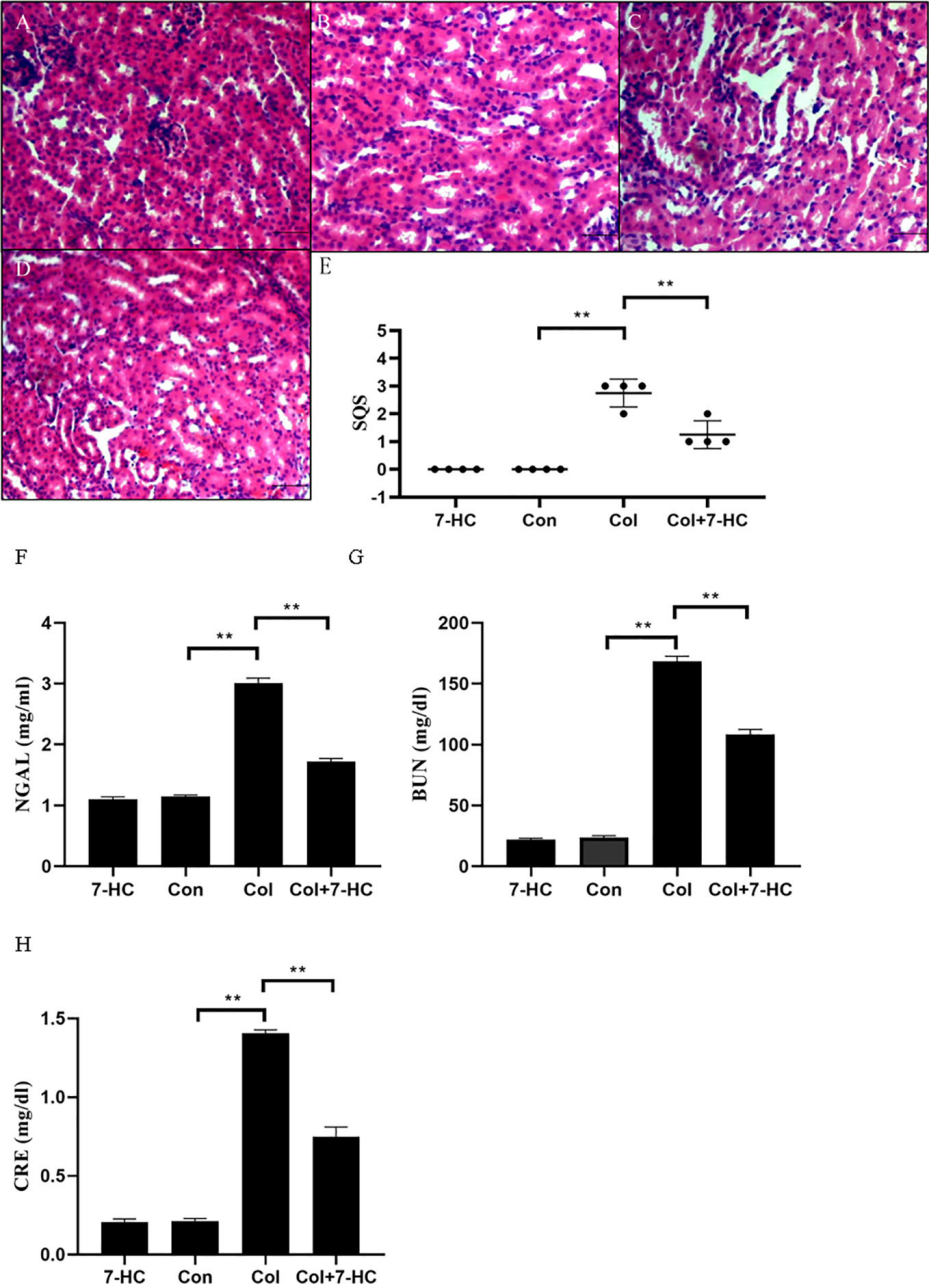
7-Hydroxycoumarin (7-HC) alleviates kidney injury and the loss in renal function in colistin-induced kidney injury mice. **(A)** Hematoxylin and eosin (HE) staining of kidneys in the 7-HC group, no marked injury. **(B)** HE staining of kidneys in the control group, no marked injury. **(C)** HE staining of kidneys in the col group, extensive damage seen as renal tubule amplification, epithelial cells detachment, and necrosis. **(D)** HE staining of kidneys in the col + 7-HC group, mild tubular damage with necrosis of epithelial cells and cast formations. **(E)** Semiquantitative score (SQS) values that represent histopathological changes (n = 4). **(F–H)** Levels of serum neutrophil gelatinase-associated lipocalin (NGAL), Blood urea nitrogen (BUN) and creatinine (CRE), respectively (n = 6). Values are the mean ± SD that are significantly different indicated by asterisks as follows: ^**^P < 0.01. Bars, 100 μm. Con, control; Col, colistin.

### 7-HC Ameliorates Colistin-Induced Oxidative Stress and Apoptosis in Kidney Tissue

Compared to control group, colistin treatment markedly increased the level of MDA and significantly reduced the activities of SOD and CAT, respectively (**Figures 2A–C**, all *P* < 0.01). Compared to colistin group, pretreatment with 7-HC significantly attenuated all of these colistin-induced biomarkers of oxidative stress (**Figures 2A–C**, all *P* < 0.01). These oxidative stress biomarkers did not significantly change between the 7-HC and control groups (**Figures 2A–C**). Simultaneously, the caspase-3 and caspase-9 activities in col group significantly increased compared to control group, whereas 7-HC treatment significantly suppressed the increased activities of caspase-3 and caspase-9 compared to col group (**Figures 2D, E**, all *P* < 0.01). Furthermore, colistin treatment signiﬁcantly decreased protein expression of Nrf2 and HO-1 compared to control group, while 7-HC treatment significantly promoted the activation of Nrf2 and HO-1 signaling compared to colistin group (**Figure 2F**, all *P* < 0.01).

**Figure 2:**
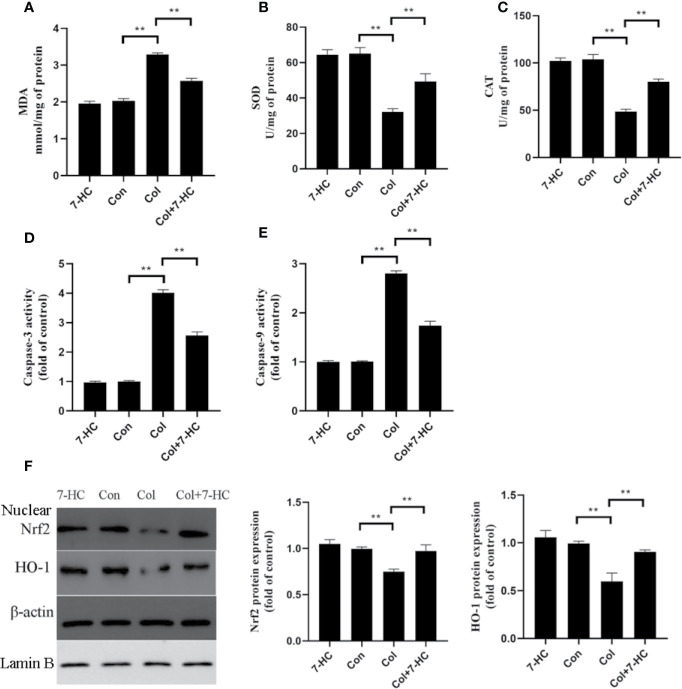
7-Hydroxycoumarin (7-HC) significantly alleviates oxidative stress and apoptosis in colistin-induced kidney injury mice. **(A–C)** The levels of oxidative stress markers in the kidney tissues of mice in each group (n = 6). **(D, E)** Activities of caspase-3 and caspase-9 in the kidney tissues of mice in each group (n = 6). **(F)** Protein expression of Nrf2 and HO-1 in the kidney tissues of mice in each group (n = 3). Values are the mean ± SD that are significantly different indicated by asterisks as follows: ^**^P < 0.01. Con, control; Col, colistin.

### Hub Genes Selection by RNA-Seq

To further explore the mechanism of 7-HC protection against colistin-induced kidney injury, RNA-seq were performed. 

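Libraries labelled kidney were made from 12 Kunming mice, recorded as female, with 3 mice in each of 4 groups: control, 7-HC, colistin and colistin + 7-HC. Colistin was given at 15 mg/kg/day and 7-HC at 50 mg/kg/day for 7 days, and tissue was taken 12 h after the last dose. The paper describes 7-HC as given in DMSO and the control and colistin doses as given in saline, so comparisons of mice with and without 7-HC also differ in the vehicle. Alb, which encodes albumin, was the most abundant gene in all 3 control libraries and took 8.05% to 13.6% of the values in the control and 7-HC libraries. The 10 genes of a liver marker list had a median of 5905 FPKM in control. The median of the proximal tubule list was 0.062 FPKM in control, that of the loop of Henle list 0.023, that of the distal convoluted tubule list 0.143, that of the intercalated cell list 0.087 and that of the podocyte list 0.54. Endothelial markers had a median of 6.23 FPKM and macrophage markers one of 10.1. Kap, Slc12a1, Aqp2 and Slc5a2, markers of nephron segments, hold no value in any library, and what a blank stands for is not stated. The Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty were above 1 FPKM in all 12 libraries.
The authors sequenced the libraries on a BGISEQ-500, filtered reads with SOAPnuke, aligned them with HISAT2 and Bowtie2 and estimated expression per gene with RSEM. The deposited table does not name its unit. Its values are not whole numbers and sum to between 517984 and 597354 per library, so they were taken as FPKM, since TPM would give every library the same sum. The table lists 22899 genes, of which 5161 are blank in all 12 libraries. Between 10036 and 10392 genes reached 1 FPKM in a library. The number of reads per library is not given. Relative depth, read from the steps between the low values of 341 genes, lay between 0.94 and 1.03. Large ratios between libraries were left out of this estimate, and the fewest values behind a pair of libraries was 4. The narrow range thus does not show that the libraries had equal depth. Correlations of log2 values between libraries of 1 group ranged from 0.956 to 0.984, and those between groups from 0.872 to 0.98. Each comparison used limma on log2(FPKM + 0.5) over the 10764 genes at 1 FPKM or more in at least 3 libraries.

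**Figure D1:**
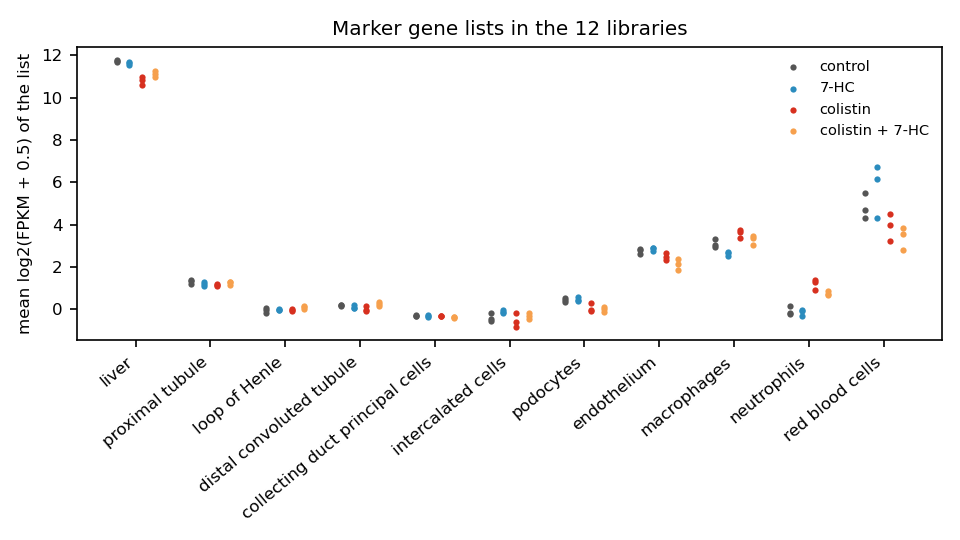
Mean log2(FPKM + 0.5) of cell type marker lists (vertical) for each list (horizontal), coloured by group (control grey, 7-HC blue, colistin red, colistin + 7-HC orange). Each point is 1 library, and the liver list lies above the lists of nephron segments in all 12 libraries.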

1005 and 458 different expression genes were identified between control vs colistin and colistin vs colistin + 7-HC, respectively (**Figure 3A**). 

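Saa2 and Lcn2 were among the genes that rose in colistin. Saa2, an acute-phase serum amyloid gene, went from 53.8 ± 48.7 FPKM in control to 35676 ± 5245 in colistin (SD, n = 3 each), a log2 fold change of 9.73 (SE 0.49, adjusted p = 3.7e-07 from limma). Lcn2, which encodes neutrophil gelatinase-associated lipocalin, went from 35.1 ± 18.5 to 11903 ± 3951 FPKM, a log2 fold change of 8.52 (SE 0.41, adjusted p = 3.27e-07). Of the cholesterol synthesis, unfolded protein response and NF-kB lists more genes rose than fell, and of the oxidative phosphorylation and fatty acid oxidation lists more fell than rose, while none of these lists was called with an estimated correlation. With 7-HC added to colistin, 1 gene passed the test.
Of 20 tested cholesterol synthesis genes, 14 rose and none fell (14 adjusted over the list alone), with a median log2 fold change of 1.57. Fdps, which makes farnesyl diphosphate, went from 49.7 ± 13.3 to 316 ± 48.3 FPKM (log2 fold change 2.68), Cyp51 rose by 2.90, Msmo1 by 2.64 and Dhcr7 by 2.27. The camera set test gave this list an adjusted p of 1.36e-08, and adjusted p = 0.504 with an estimated correlation. Of 20 genes of the unfolded protein and integrated stress response, 14 rose and 1 fell (15 and 1 adjusted over the list alone; camera adjusted p = 3.74e-07, and adjusted p = 0.504 with an estimated correlation). Asns, an asparagine synthetase, rose by 4.25, Sdf2l1 by 3.70 and the chaperone gene Calr by 2.36, while Herpud1 fell by 1.37. Derl3, a gene of endoplasmic reticulum degradation, rose by 6.21. Of 13 NF-kB and inflammation genes, 9 rose and none fell (9 adjusted over the list alone; camera adjusted p = 6.84e-08, and adjusted p = 0.504 with an estimated correlation), with Tnfaip3 at 3.05, Relb at 2.42 and Nfkb2 at 1.98. Of 24 tubular injury markers, 12 rose and 2 fell (13 and 2 adjusted over the list alone; camera adjusted p = 0.000134, and adjusted p = 0.504 with an estimated correlation). Among the risers, C3 (1.72) and Cp (2.07) encode plasma proteins of complement and copper transport, and Gdf15 (2.23) a stress cytokine. The fibrinogen gene Fgb is on this list and on the liver marker list. The proximal tubule list had a median of 0.062 FPKM in control, so these counts do not show injury of tubules.
Of 26 oxidative phosphorylation genes, 23 fell and none rose (25 adjusted over the list alone; camera adjusted p = 2.45e-10, and adjusted p = 0.504 with an estimated correlation). Cyc1 fell by 1.45, Cox5a by 1.32 and Atp5a1 by 1.08 on the log2 scale. Of 22 fatty acid oxidation and PPAR alpha target genes, 14 fell and none rose (15 adjusted over the list alone; camera adjusted p = 5.02e-06, and adjusted p = 0.504 with an estimated correlation). Cyp4a14 fell by 4.88, Cyp4a10 by 4.49, the acyl-CoA thioesterase gene Acot1 by 3.35 and Acaa2 by 1.63. Among the largest falls were Car3 (-7.67), a carbonic anhydrase gene, the steroid dehydrogenase gene Hsd3b5 (-6.43), Inmt (-5.83), Mup15 (-5.64) and Cyp3a11 (-5.12). In the same comparison 8 of 10 liver markers fell and 1 rose (median -1.14; camera adjusted p = 0.0206, and adjusted p = 0.504 with an estimated correlation), with Ttr at -1.82 and Cyp2e1 at -2.68 and the fibrinogen gene Fgb at 2.07. Of 10 neutrophil markers 5 were tested, and 3 rose: S100a8 (4.10), S100a9 (3.74) and Retnlg (2.68). Ly6g and Cxcr2 did not rise. S100a8 and Retnlg were below 1 FPKM in every control and 7-HC library. They passed the filter only through libraries given colistin, so the share of risers is favoured by the filter. Genes of the Saa, Mup, Hsd3b and Cyp4a families have near-identical copies, so the values of single members are uncertain.
Against control, 3515 genes passed at an adjusted p under 0.05 in colistin (1369 higher, 2146 lower, which is 38.9% higher). After scaling by median ratios, an alternative chosen after the data were seen, 3566 passed and 49.4% of them were higher, so the balance of rises and falls depends on the scaling. At the paper's thresholds of fold change and q the count was 633 (281 higher, 352 lower). Without 1 library it was 310, 348 and 379 (control replicates 1, 2 and 3) and 374, 932 and 335 (colistin replicates 1, 2 and 3). With only the 2 groups compared it was 78. Of all tested genes 46.9% had groups that did not overlap, against 10% by chance. For colistin + 7-HC against colistin, the 1 gene that passed was Bex2, at 1.42 ± 0.33 FPKM in colistin and 5.88 ± 0.56 in colistin + 7-HC (log2 fold change 1.74, adjusted p = 0.00467). It no longer passed without colistin + 7-HC replicate 2 or replicate 3, where 0 genes did, and 472 genes passed without colistin replicate 2. No gene passed the paper's thresholds, while 1337 had an unadjusted p under 0.05, of 538.2 that chance gives. Apart from left-out libraries, other settings gave 0 to 3 genes at an adjusted p under 0.05 and 0 or 1 at the paper's thresholds. Groups did not overlap in 16.9% of genes. Lcn2 had a log2 fold change of -0.40 with 7-HC added (adjusted p = 0.729), -0.14 without colistin replicate 1 and -0.59 without colistin replicate 2, not passing in either.

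**Figure D2:**
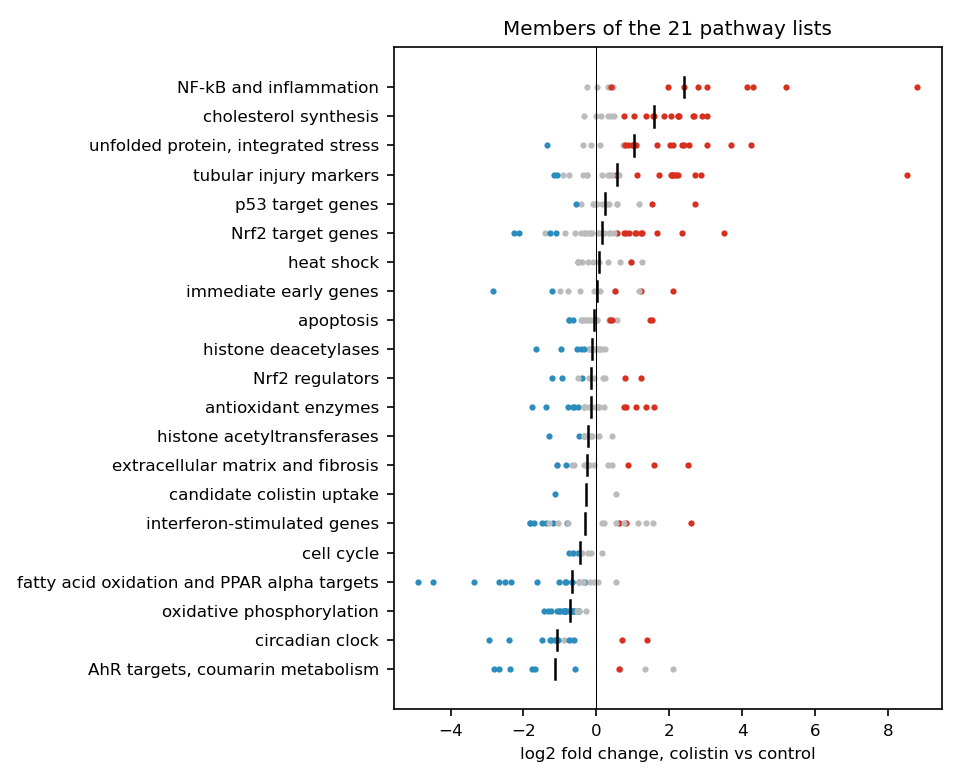
Log2 fold changes of colistin against control for the genes of the pathway lists. Each point is a gene (red rose, blue fell, grey did not pass the test), and the black bar is the list's median, which is 1.57 for cholesterol synthesis.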

The overlap between the two comparison groups contained 142 genes as shown in the Venn diagram (**Figure 3A**). 

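Of the 3515 genes called in colistin against control, 2158 were also called in colistin + 7-HC against 7-HC, which shares no library with it, and 2142 of these in the same direction, where independent lists give 1094. Both tests use 1 spread per gene, estimated from all 12 libraries, which alone can raise the overlap above 1094. That shared spread does not set the direction. In colistin + 7-HC against control 2226 of the 3515 were called, all in the same direction, but both comparisons use the same 3 control libraries, which favours the same sign. Against colistin alone, 2728 of the 3515 (77.6%) had a log2 fold change of opposite sign in colistin + 7-HC. As many genes picked in the same way from simulated sets of unchanged groups had a median of 82.6% (23.9 to 99.6), so this share does not separate an effect of 7-HC from the choice of genes on the shared colistin libraries. Bex2 was the 1 gene that passed the test in both comparisons, higher in both, where independent lists give 0.13. At the paper's thresholds 0 genes passed limma's test in both comparisons, and 94 did so at an unadjusted p under 0.05 with a fold change of 2 or more, a setting chosen after the data were seen, 87 of them in opposite directions, which the shared colistin libraries favour.
Across genes, the log2 fold changes of the 2 comparisons had r = -0.466, and genes are not independent replicates. Both comparisons use the same 3 colistin libraries, which alone gives opposite signs. In 100 simulated sets of unchanged groups sharing libraries the median r was -0.53 (-0.921 to 0.414). The covariance was -0.125, against a simulated median of -0.036 (-0.076 to 0.01). Among the simulated sets 68.3% of genes had opposite signs, against 65.7% of all tested genes in the measured values. The effect of colistin with 7-HC present, colistin + 7-HC against 7-HC, shares no library with colistin against control. These fold changes had r = 0.789, where unchanged groups gave a median of 0.015 and a range of -0.606 to 1. The simulated sets permute residuals, each value minus its group's mean, which sum to 0 within a group. This can make the 2 simulated sets of fold changes equal, so that range does not test r. The same constraint lies behind the other simulated ranges. The covariance of the measured fold changes was 0.478, against a simulated median of 0.001 (-0.048 to 0.03). The overlap was 397 genes without colistin replicate 2 and 0 without colistin + 7-HC replicate 2 or 3. Leaving out the same colistin replicate moved r to -0.612 and the covariance to -0.227, and leaving out colistin replicate 1 moved them to -0.335 and -0.077.

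**Figure D3:**
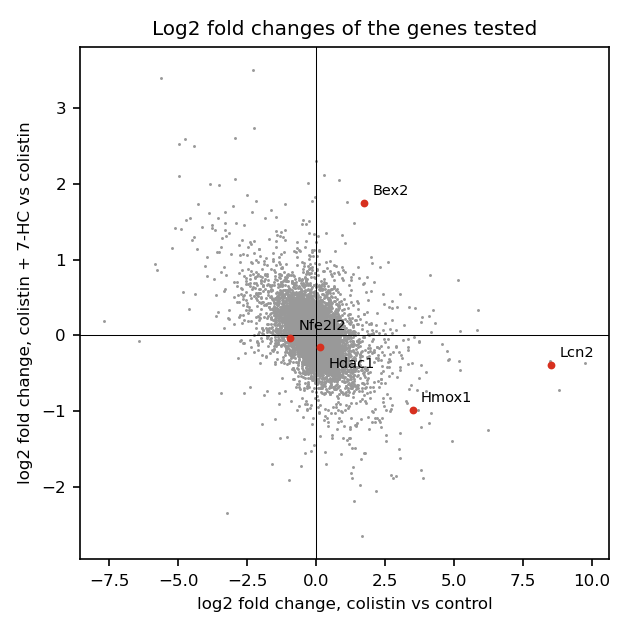
Log2 fold changes of the tested genes in colistin against control (horizontal) and in colistin + 7-HC against colistin (vertical). Each point is a gene, red points are the labelled genes Hdac1, Nfe2l2, Hmox1, Lcn2 and Bex2, and r across genes is -0.466.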

PPI network of different expression genes may provide insights into the mechanisms of generation or development of diseases (Li et al., 2017). HDAC1 and Nrf2 were identified as hub genes because they are at the heart of the network of the 142 differentially expressed genes (**Figure 3B**). 

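Nfe2l2, which encodes Nrf2, fell in colistin from 24.8 ± 0.70 to 12.8 ± 2.88 FPKM (SD, n = 3 each), a log2 fold change of -0.95 (SE 0.19, adjusted p = 0.00263 from limma). With 7-HC added it was 12.3 ± 2.04 FPKM, a log2 fold change of -0.04 against colistin (adjusted p = 0.957). Hmox1, a Nrf2 target that encodes heme oxygenase-1, rose from 15.1 ± 1.29 to 180 ± 47.4 FPKM in colistin (log2 fold change 3.50, SE 0.28, adjusted p = 8.76e-06). It was 93.8 ± 36.0 FPKM in colistin + 7-HC, a log2 fold change of -0.99 against colistin (adjusted p = 0.214), from -1.20 to -0.62 with 1 library left out, never passing.
Nfe2l2 lies on chromosome 2 of GRCm38.p6 from 75675513 to 75704663 in the RefSeq annotation. Of 31 tested Nrf2 target genes, 11 rose and 4 fell in colistin (11 and 6 adjusted over the list alone; camera adjusted p = 0.092). Srxn1, a sulfiredoxin gene, rose by 2.36, the quinone reductase gene Nqo1 by 1.67 and Txnrd1 by 1.09. Of 10 Nrf2 regulators, 2 rose and 3 fell, and 3 rose and 3 fell after scaling by median ratios, an alternative chosen after the data were seen: the autophagy receptor gene Sqstm1 rose by 1.24 and Bach1, a repressor of Nrf2 targets, by 0.78, while Cul3 fell by 0.38. Keap1, which holds Nrf2 in the cytoplasm, had a log2 fold change of 0.23 (adjusted p = 0.15), and of 0.32 (adjusted p = 0.0386) after that scaling. Of 17 tested histone deacetylase genes, 5 fell and none rose in colistin (5 adjusted over the list alone), and 3 fell after that scaling. Hdac11 fell by 1.65, the mitochondrial sirtuin gene Sirt3 by 0.98 and Sirt7 by 0.54. Of 10 histone acetyltransferase genes, 3 fell and none rose (4 adjusted over the list alone), and after that scaling 2 fell and 1 rose, with Kat2b at -1.30. No gene of these 4 lists passed in colistin + 7-HC against colistin. Alb, a liver marker, was 50716 ± 6719 FPKM in control and 20812 ± 3781 in colistin. From the place of HDAC1 and Nrf2 at the centre of the interaction network of the shared genes (Fig. 3B), the paper identifies both as hub genes.
Without colistin replicate 2 or colistin + 7-HC replicate 2, Nfe2l2 had a log2 fold change against colistin of 0.12 or 0.09.

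**Figure D4:**
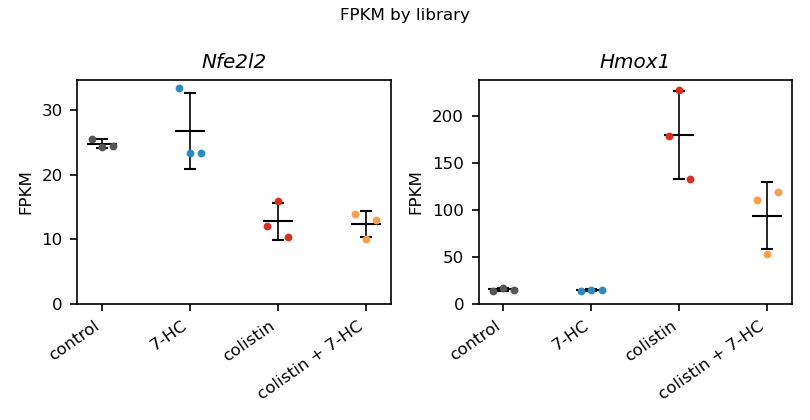
FPKM of Nfe2l2 and Hmox1 in the 4 groups. Points are libraries, bars are means and whiskers are SDs (n = 3), and the colistin mean is 12.8 for Nfe2l2 and 180 for Hmox1.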

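Hdac1, which encodes the class I histone deacetylase HDAC1, was at 9.46 ± 0.87 FPKM in control, 7.79 ± 1.11 in 7-HC, 10.6 ± 0.29 in colistin and 9.50 ± 1.05 in colistin + 7-HC (SD, n = 3 each). The log2 fold change of colistin against control was 0.16 (SE 0.12, adjusted p = 0.348 from limma), with a 95% interval of -0.11 to 0.42. For colistin + 7-HC against colistin it was -0.15 (adjusted p = 0.644, interval -0.42 to 0.11). For 7-HC against control it was -0.27 (adjusted p = 0.514, interval -0.54 to -0.004).
Hdac1 has the Entrez identifier 433759 and lies on chromosome 4 of GRCm38.p6 from 129516104 to 129542646 in the RefSeq annotation. The 3 control libraries held 8.89, 9.03 and 10.5 FPKM and the 3 colistin libraries 10.7, 10.8 and 10.3. An exact two-sided permutation test gave p = 0.2 for these groups, where the smallest p that 3 libraries against 3 allow is 0.1. The exact permutation test gave p = 0.3 for each of the other 2 comparisons. Hdac2, a paralog of Hdac1, had a log2 fold change of -0.02 in colistin against control (adjusted p = 0.902).
In the GENCODE annotation, the primers listed for HDAC1 lie in exon 2 (TGAAGCCTCACCGAATCCG, from 129534669 to 129534687) and exon 3 (GGGCGAATAGAACGCAGGA, from 129528965 to 129528983) of a transcript with 14 exons. They enclose a product of 154 bases, from position 173 to position 326 of the transcript. Both primers also match Gm10093, a processed pseudogene of Hdac1 on chromosome 17 from 78491582 to 78493025, with a product of 154 bases. The reverse primer also matches the processed pseudogene Gm4864 on chromosome 12. The deposited table lists neither pseudogene.

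**Figure D5:**
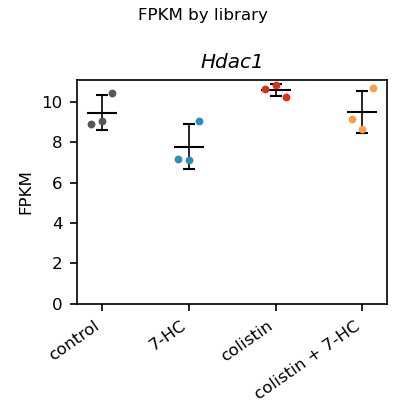
FPKM of Hdac1 in the 12 libraries by group. Points are libraries, bars are means and whiskers are SDs (n = 3), and the colistin mean is 10.6 FPKM.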

Consistent with the result of RNA-seq, colistin-treatment significantly increased the mRNA and protein expression of HDAC1 compared to the control group, while 7-HC treatment significantly decreased the mRNA and protein expression of HDAC1 compared to the con or col group, respectively (**Figures 3C, D**, all *P* < 0.01). Changes in HDAC1 may affect acetylation modification. H3K27AC is a specific acetylation modification of histone 3 which could promote gene expression, such as Nrf2 (Yang et al., 2018). It has also been noted that the expression of H3K27AC was significantly reduced in the colistin group compared with the control group (**Figure 3D**, *P* < 0.01). Compared with the colistin group, the expression of H3K27AC was significantly increased in colistin + 7-HC group (**Figure 3D**, *P* < 0.01). Compared with the control group, no marked changes of H3K27AC were observed in 7-HC group (**Figure 3D**).

**Figure 3:**
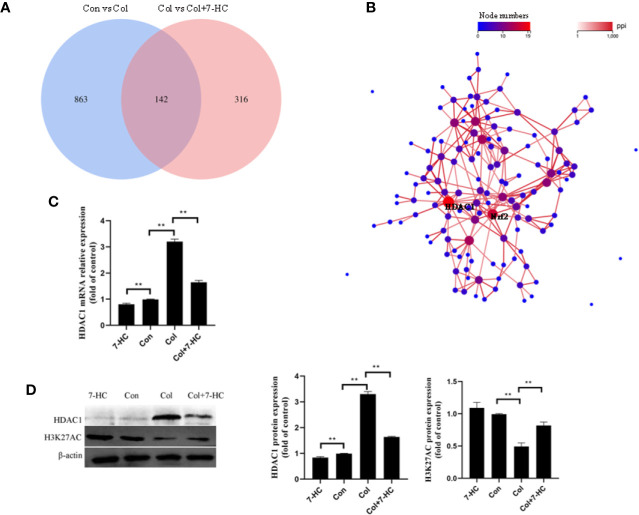
Hub genes selection and identification. **(A)** Venn diagram, two comparison groups showed an overlap of 142 different expressed genes. **(B)** The protein-protein interaction (PPI) network of overlapped different expressed genes, HDAC1 and Nrf2 were considered the key genes due to the most nodes. **(C)** HDAC1 mRNA expression levels in kidney tissues by quantitative real-time PCR (qRT-PCR) (n = 6). **(D)** Protein expression of HDAC1 and H3K27AC in kidney tissues (n = 3). Values are the mean ± SD that are significantly different indicated by asterisks as follows: ^**^P < 0.01. Con, control; Col, colistin.

### 7-HC Ameliorates Colistin-Induced Cellular Damage, Oxidative Stress, and Apoptosis in mRTECs

To further verify the protective effect of 7-HC and clarify the underlying mechanism, cell experiments were carried out. 7-HC treatment per se had no impact on cell viability (**Figure 4A**). Treatment of mRTECs with 200 μM colistin for 24 h induced almost 40% decrease in cell viability (**Figure 4A**, *P* < 0.01). 10, 20, and 40 μM 7-HC treatment attenuates colistin-induced cytotoxicity (**Figure 4A**, *P* < 0.01). 20 and 40 μM 7-HC showed similar protective effects (**Figure 4A**), therefore, 20 μM 7-HC were used in subsequent experiments. Compared to control group, the colistin group displayed significantly increased ROS and MDA levels (**Figures 4B, C**, all *P* < 0.01), and significantly decreased SOD and CAT activities (**Figures 4D, E**, all *P* < 0.01). Compared to col group, colistin + 7-HC group showed significantly decreased ROS and MDA levels (**Figures 4B, C**, all *P* < 0.01), significantly increased SOD and CAT activities (**Figures 4D, E**, all *P* < 0.01). In addition, colistin treatment significantly increased caspase-3 and caspase-9 activities, while 7-HC treatment significantly suppressed the increased activities of caspase-3 and caspase-9 compared to colistin group (**Figures 4F, G**, all *P* < 0.01). Furthermore, colistin treatment signiﬁcantly increased expression of HDAC1, decreased protein expression of Nrf2, HO-1 and H3K27AC compared to control group, while col + 7-HC group showed significantly increased protein expression of the Nrf2, HO-1 and H3K27AC compared to colistin group (**Figure 4H**, all *P* < 0.01). 7-HC treatment significantly decreased the protein expression of HDAC1 compared to the control or colistin group, respectively (**Figure 4H**, all *P* < 0.01).

**Figure 4:**
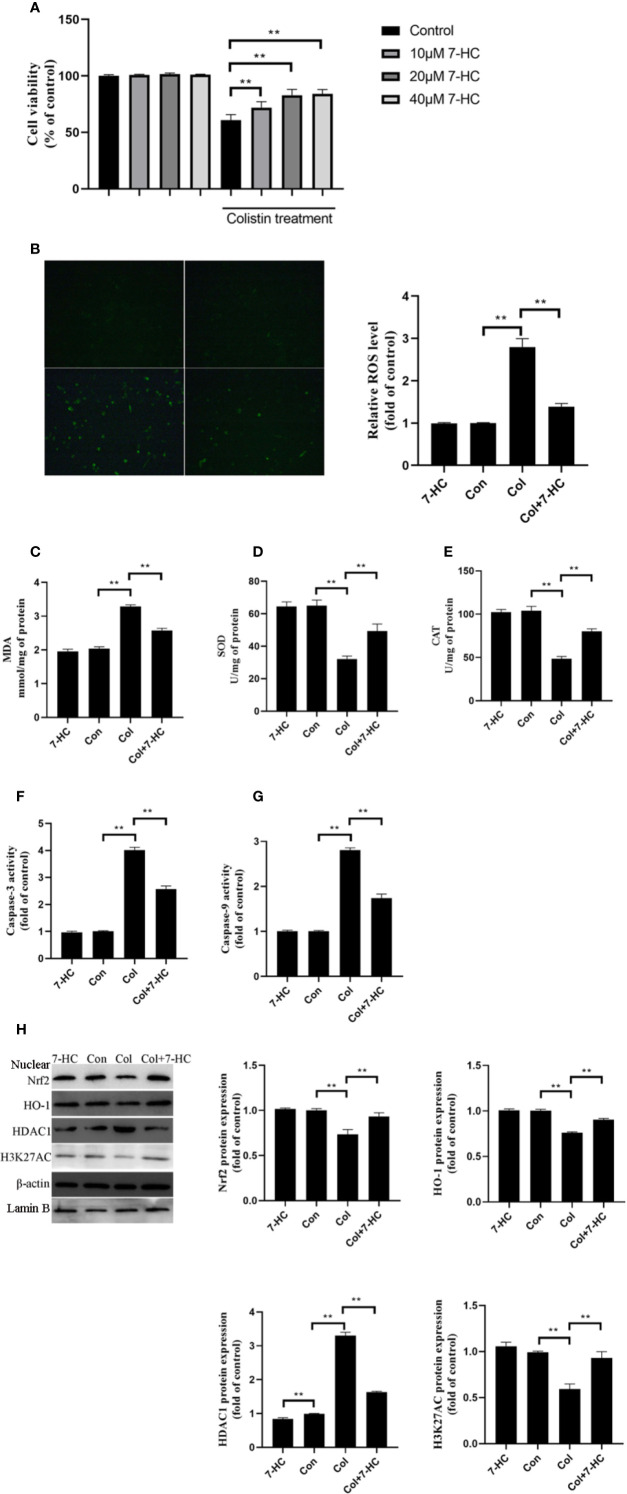
7-Hydroxycoumarin (7-HC) suppresses colistin-induced cellular damage, oxidative stress and apoptosis in mouse renal tubular epithelial cells (mRTECs). **(A)** Impact of 7-HC on colistin-induced cytotoxicity in mRTECs by MTT assay. **(B)** Cellular reactive oxygen species (ROS) levels of mRTECs in each group. **(C–E)** The levels of oxidative stress markers of mRTECs in each group. **(F, G)** Activities of caspase-3 and caspase-9 of mRTECs in each group. **(H)** Protein expression of Nrf2, HO-1, HDAC1, and H3K27AC in mRTECs. Values were represented by the mean ± SD from at least three independent experiments. Values that are significantly different indicated by asterisks as follows: ^**^P < 0.01. Con, control; Col, colistin.

### Gene Silencing of HDAC1 Ameliorates Colistin-Induced Oxidative Stress and Apoptosis in mRTECs

Based on the above results, we hypothesized that HDAC1 may be involved in the protective effect of 7-HC against colistin-induced renal injury. We further silenced the expression of HDAC1 by two siRNA in mRTECs (**Figure 5A**, *P* < 0.01). The control + siRNA_1_HDAC1 showed better performance in silencing of HDAC1, which was used in subsequent experiments. Compared to colistin group, gene silencing of HDAC1 significantly decreased ROS and MDA levels (**Figures 5B, C**, all *P* < 0.01), significantly increased SOD and CAT activities (**Figures 5D, E**, all *P* < 0.01). In addition, colistin treatment significantly increased caspase-3 and caspase-9 activities, while gene silencing of HDAC1 significantly suppressed the increased activities of caspase-3 and caspase-9 compared to colistin group (**Figures 5F, G**, all *P* < 0.01). Furthermore, gene silencing of HDAC1 did not affect the protein expression of Nrf2 and HO-1 compared to control group, while significantly increased protein expression of the Nrf2 and HO-1 compared to colistin group (**Figure 5H**, all *P* < 0.01).

**Figure 5:**
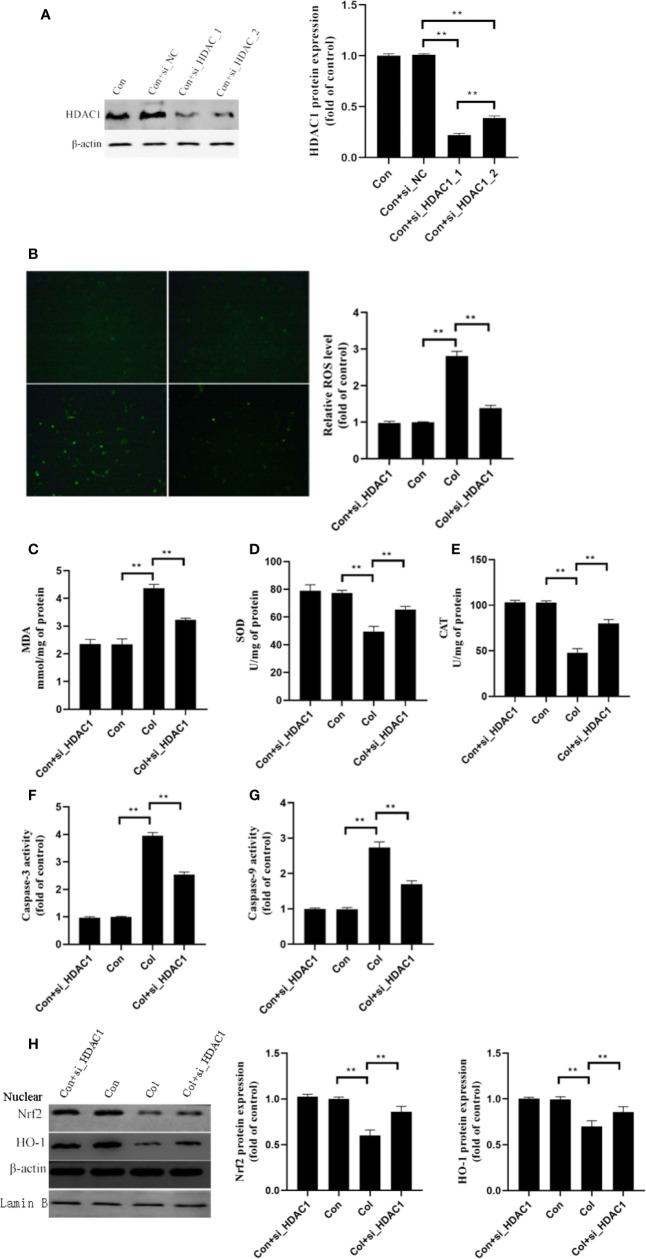
Gene silencing of HDAC1 ameliorates colistin-induced oxidative stress and apoptosis in mRTECs. **(A)** HDAC1 protein expression levels after HDAC1-siRNA transfection. **(B)** Cellular reactive oxygen species (ROS) levels of mRTECs in each group. **(C–E)** The levels of oxidative stress markers of mouse renal tubular epithelial cells (mRTECs) in each group. **(F, G)** Activities of caspase-3 and caspase-9 of mRTECs in each group. **(H)** Protein expression of Nrf2 and HO-1in mRTECs. Values were represented by the mean ± SD from at least three independent experiments. Values that are significantly different indicated by asterisks as follows: ^**^P < 0.01. Con, control; Col, colistin.

### HDAC1 Inhibits the Expression of Nrf2 by Deacetylating H3K27AC

Is the Nrf2 signaling mediated by HDAC1 related to the change of acetylation level at H3K27AC? To clarify this, we detected whether Nrf2 promoter region binds to HDAC1 by CHIP. We found that HDAC1binds to Nrf2 promoter region in mRTECs and this binding increased significantly after colistin treatment. 7-HC treatment could reduce the expression of HDAC1, thereby reducing the binding between HDAC1 and Nrf2 promoter region (**Figure 6A**, all *P* < 0.01). ChIP results also showed that the H3K27AC was bound to the Nrf2 promoter region. It was noted that the acetylation level of H3K27AC in the Nrf2 promoter region of mRTECs significantly decreased after colistin treatment. Colistin + 7-HC or colistin + siHDAC1 group showed markedly increased acetylation levels of H3K27AC in the Nrf2 promoter region compared to col group (**Figure 6A**, all *P* < 0.01). These results suggesting that the protective effect of 7-HC against colistin-induced renal injury involved the inhibition of HDAC1 and hence the activation of Nrf2 signaling. Furthermore, we also noticed that though 7-HC treatment or gene silencing of HDAC1 down-regulated HDAC1 expression that did not affect the protein expression of H3K27AC and Nrf2 (**Figures 2**–**6**). Therefore, we further examined the total HDAC activity. Compared to control group, colistin treatment significantly increased HDAC activity both in mice and mRTECs (**Figures 6B, C**, all *P* < 0.01). Colistin + 7-HC or colistin + siHDAC1 group displayed significantly down-regulated HDAC activity in mice or mRTECs, compared to the colistin group (**Figures 6B, C**, all *P* < 0.01). These results indicated that colistin-induced increased HDAC1 expression contributed to the increased HDAC activity. However, no markedly changed HDAC activities were observed in 7-HC or control + siHDAC1 group compared to control group (**Figures 6B, C**, all *P* < 0.01).

**Figure 6:**
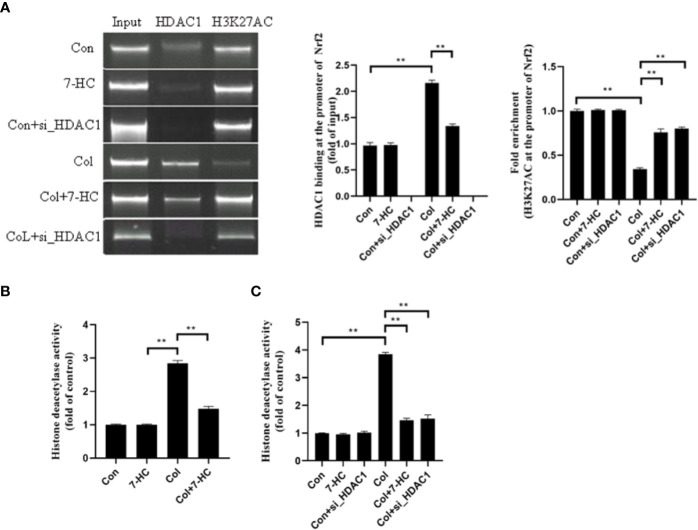
HDAC1 bound to the promoter region of Nrf2 and deacetylated H3K27AC thereby inhibiting Nrf2 expression. **(A)** Chromatin immunoprecipitation (ChIP) analysis was used to detect HDAC1 binding and H3K27AC at the promoter region of Nrf2 in mRTECs. The results are shown relative to background levels of IgG antibody (n = 3). **(B)** Measurement of HDAC activity of mice in each group (n = 6). **(C)** Measurement of HDAC activity of mRTECs in each group. Values are the mean ± SD that are significantly different indicated by asterisks as follows: ^**^P < 0.01. Con, control; Col, colistin.

## Discussion

Clinically, one of the major side-effects of colistin is its potential nephrotoxicity risk (Ritesh and Arun, 2018). Therefore, the development of nephroprotective agents to reduce this unwanted side-effect is urgent until more effective therapeutic options for multidrug-resistant Gram-negative bacterial infections can be found. 7-HC, a member of coumarin family, commonly found in many plants such as Eucommiae Cortex and garden angelica (Ouyang et al., 2019; Wu et al., 2020). Recently, 7-HC has gained an increasing focus because of its extensive pharmacological properties such as anti-oxidant and anti-inflammation activities. In addition, previous studies have shown that 7-HC could alleviate hepatic injury and reduce the infarct size of the myocardium *via* attenuating oxidative stress (Govindan et al., 2016; Mahmoud et al., 2019). 7-HC supplementation was also shown to alleviate cisplatin-induced nephrotoxicity in mice (Wu et al., 2020). These studies suggested that 7-HC might be a potential molecule that can be used to reduce colistin-induced kidney injury. In the present study, we first evaluated the protective effects of 7-HC at different doses (10-100 mg/kg) against colistin-induced nephrotoxicity, and found that 7-HC suppressed the increase of serum NGAL, BUN and CRE in a dose-dependent manner (**Supplementary Figures 1A–C**). The 75 and 100 mg/kg of 7-HC groups showed significantly decreased serum NGAL, BUN, and CRE than (*P* < 0.01) the colistin group, but showed no signiﬁcant diﬀerence compared to the 50 mg/kg of 7-HC group. Based on the above results, 50 mg/kg of 7-HC was chosen for the following experiments. Here, we provide demonstrable proof that 50 mg/kg of 7-HC possess excellent nephroprotective effects against colistin by reducing ROS production and inhibiting oxidative stress.

Previous studies have shown a strong association of colistin-induced kidney injury to oxidative stress due to significantly increased ROS production in response to colistin exposure (Dai et al., 2015; Dai et al., 2017). In line with previous studies, we confirmed that colistin-induced kidney injury is relevant to markedly elevated ROS and MDA levels and concomitant reduced activities of antioxidant enzymes SOD and CAT (Dai et al., 2015; Wang et al., 2019). In the present study, 7-HC treatment effectively reduced the ROS contents and alleviated oxidative stress. The protective effects were also determined by pathological examination of kidney tissues of mice. Colistin could activate mitochondrial apoptosis pathway that is a key event in the nephrotoxicity of colistin (Dai et al., 2014). Caspase-3 and caspase-9 are crucial indicators in mitochondrial apoptosis pathway (Dai et al., 2015). Previous studies indicated that 7-HC could ameliorate myocardial injury following ischemia−reperfusion in the rat *via* inhibiting the mitochondrial apoptosis pathway (Luo et al., 2018). Our present study confirmed that 7-HC treatment significantly reduced the activities of caspase-3 and caspase-9, which may due to 7-HC treatment that minimized ROS production. The Nrf2 signaling is crucial in alleviating xenobiotic insults and many animal- and cell-based studies. Moreover, it has been confirmed that Nrf2 signaling inactivation was involved in drug-induced nephrotoxicity (Dai et al., 2015, Deng et al., 2010; Shelton et al., 2013; Li et al., 2019; Michel and Menze, 2019; Wang et al., 2019). In the present study, our results indicated that the activation of the Nrf2 signaling contributed to the ability of 7-HC to alleviate colistin-induced kidney injury. In addition, the expression of Kelch-like ECH-associated protein 1 (Keap1), the negative regulator of Nrf2, was not changed by 7-HC treatment both in control and colistin conditions (**Supplementary Figure 2**), which means that 7-HC could activate Nrf2 signaling *via* Keap1-independent mechanism.

Histone acetylation modification, regulated by HDAC, is an important mechanism for gene transcription regulation (Wang et al., 2014; Jing et al., 2017). Increasing evidences have emphasized the importance of HDAC-regulated epigenetic modification in the development of kidney injury (Wang et al., 2014; Ma et al., 2017; Yoshikazu et al., 2018). When exposed to ischemia/reperfusion injury, histone acetylation modification of kidneys was reduced, while β-hydroxybutyrate attenuates kidney injury by restoring histone acetylation at the FOXO3 promoter (Takaya et al., 2019). In addition, targeting histone H4 acetylation *via* phosphoinositide 3-kinase- and p70s6-kinase-dependent pathways could inhibit iNOS production and alleviated injury in glomerular mesangial cells (Yu and Kone, 2006). Therefore, inhibitors of HDAC are considered as promising nephroprotective agents. Previous studies that showed that cisplatin up-regulated the expression of HDAC1 in the kidney and HDAC1 specific inhibitor MS-275 reduced cisplatin-induced kidney injury by up-regulating AMWAP (an anti-inflammatory protein) protein expression (Ranganathan et al., 2016). In addition, treatment with romidepsin, a selective inhibitor of HDAC1, significantly attenuated lipopolysaccharide-induced acute kidney injury (Cheng et al., 2020). Similarly, in the present study, we found that HDAC1 is a key gene in colistin-induced kidney injury by RNA-seq. H3K27AC, a transcriptional activation marker, was decreased in kidneys and mRTECs exposed to colistin and this effect was alleviated by 7-HC through the downregulation of HDAC1. In vitro, 7-HC treatment restored histone acetylation at the Nrf2 promoter region and hence promoting Nrf2 expression.

In conclusion, the present study further highlights the protective role of Nrf2 signaling in colistin-induced kidney injury. More importantly, this study is the ﬁrst to reveal that 7-HC could act as HDAC inhibitor and play a crucial role against colistin-induced kidney injury in mice.

## Data Availability Statement

The original contributions presented in the study are included in the article/**Supplementary Material**, further inquiries can be directed to the corresponding author/s.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of Northeast Agricultural University.

## Author Contributions

JW, CC, and JL designed the study and wrote the paper. JW, MI, and QF finished experiments.

## Funding

This work was supported by the National Natural Science Foundation of China (31472240 and 31802241), Project of Youth Innovative Talent Training Program in Heilongjiang Province (UNPYSCT-2018146), Post-doctoral Research Foundation in Heilongjiang Province (LBH-Z19006) and Academic Backbone Project of Northeast Agricultural University (18XG23).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: 7-Hydroxycoumarin Attenuates Colistin-Induced Kidney Injury in Mice Through the Decreased Level of Histone Deacetylase 1 and the Activation of Nrf2 Signaling Pathway
**Source:** Front Pharmacol. 2020 Jul 28;11:1146. doi: 10.3389/fphar.2020.01146
**Supplement:** Supplementary file 1

**
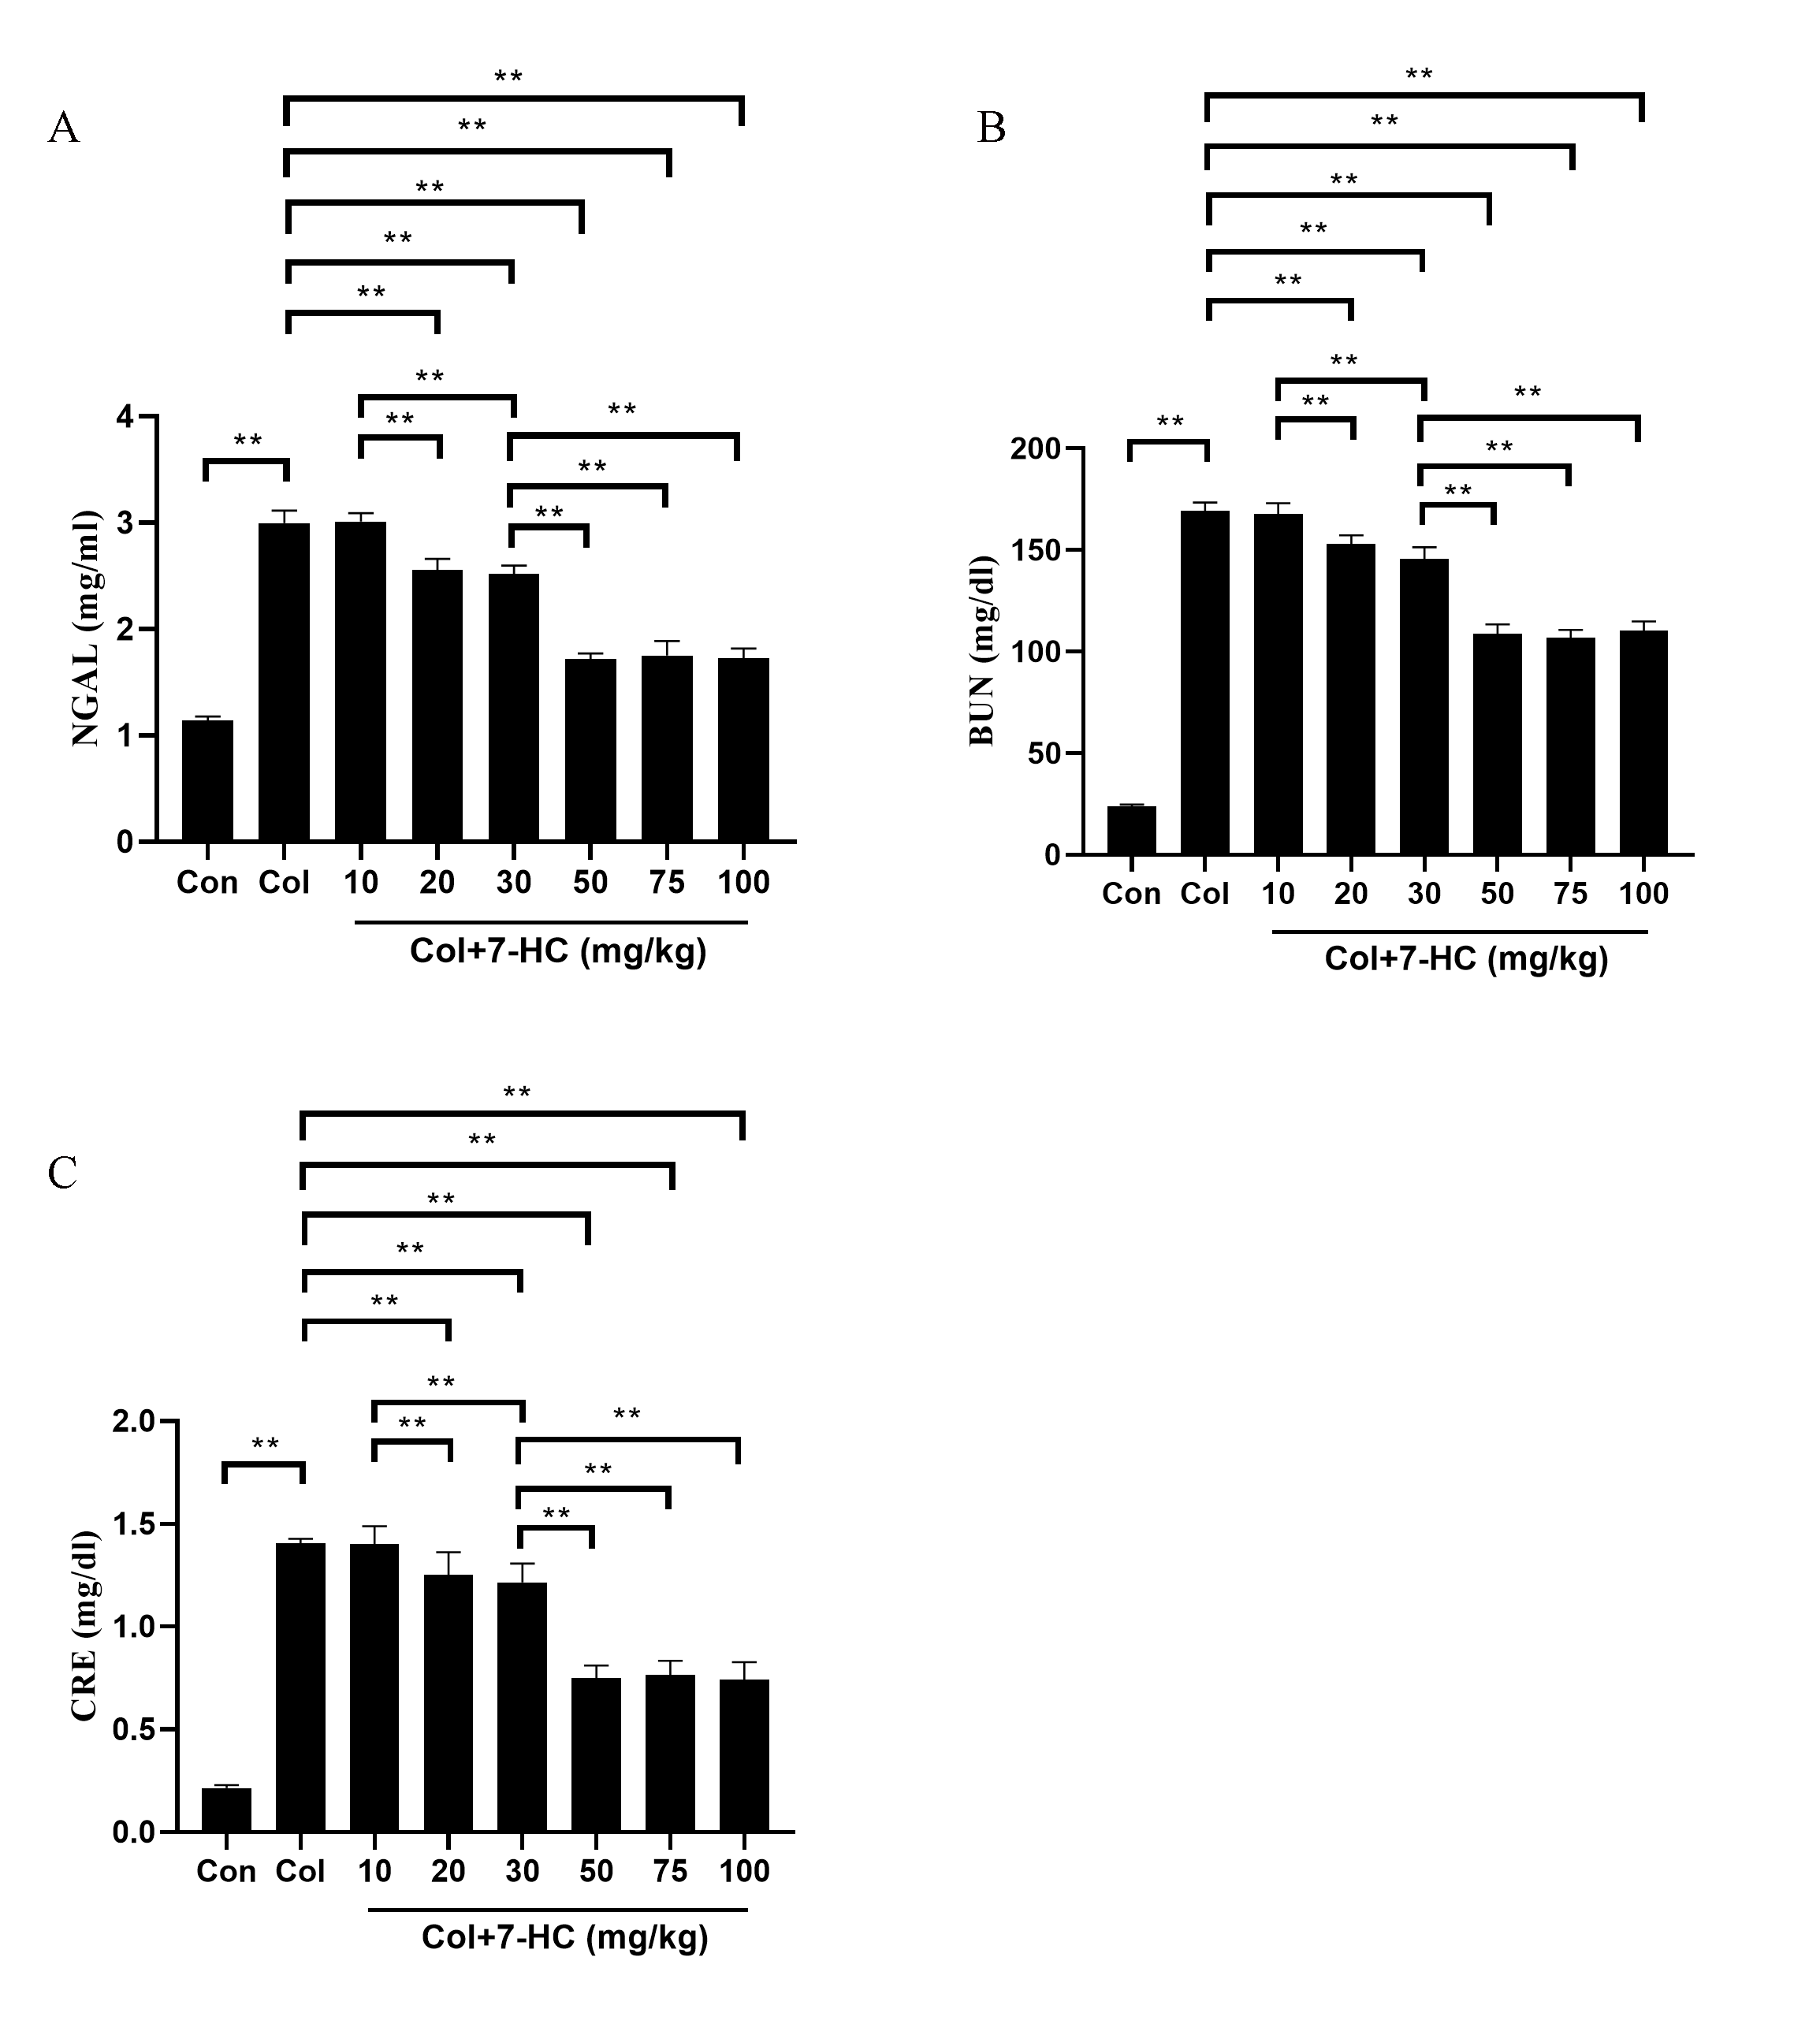
**

**Supplementary Figure 1** Effect of 7-HC on the biomarkers of renal injury induced by colistin. (A-C) Concentrations of serum NGAL, BUN and CRE, respectively (n = 6). Values are the mean ± SD that are significantly different indicated by asterisks as follows: ^**^*P* < 0.01. Con, control; Col, colistin.

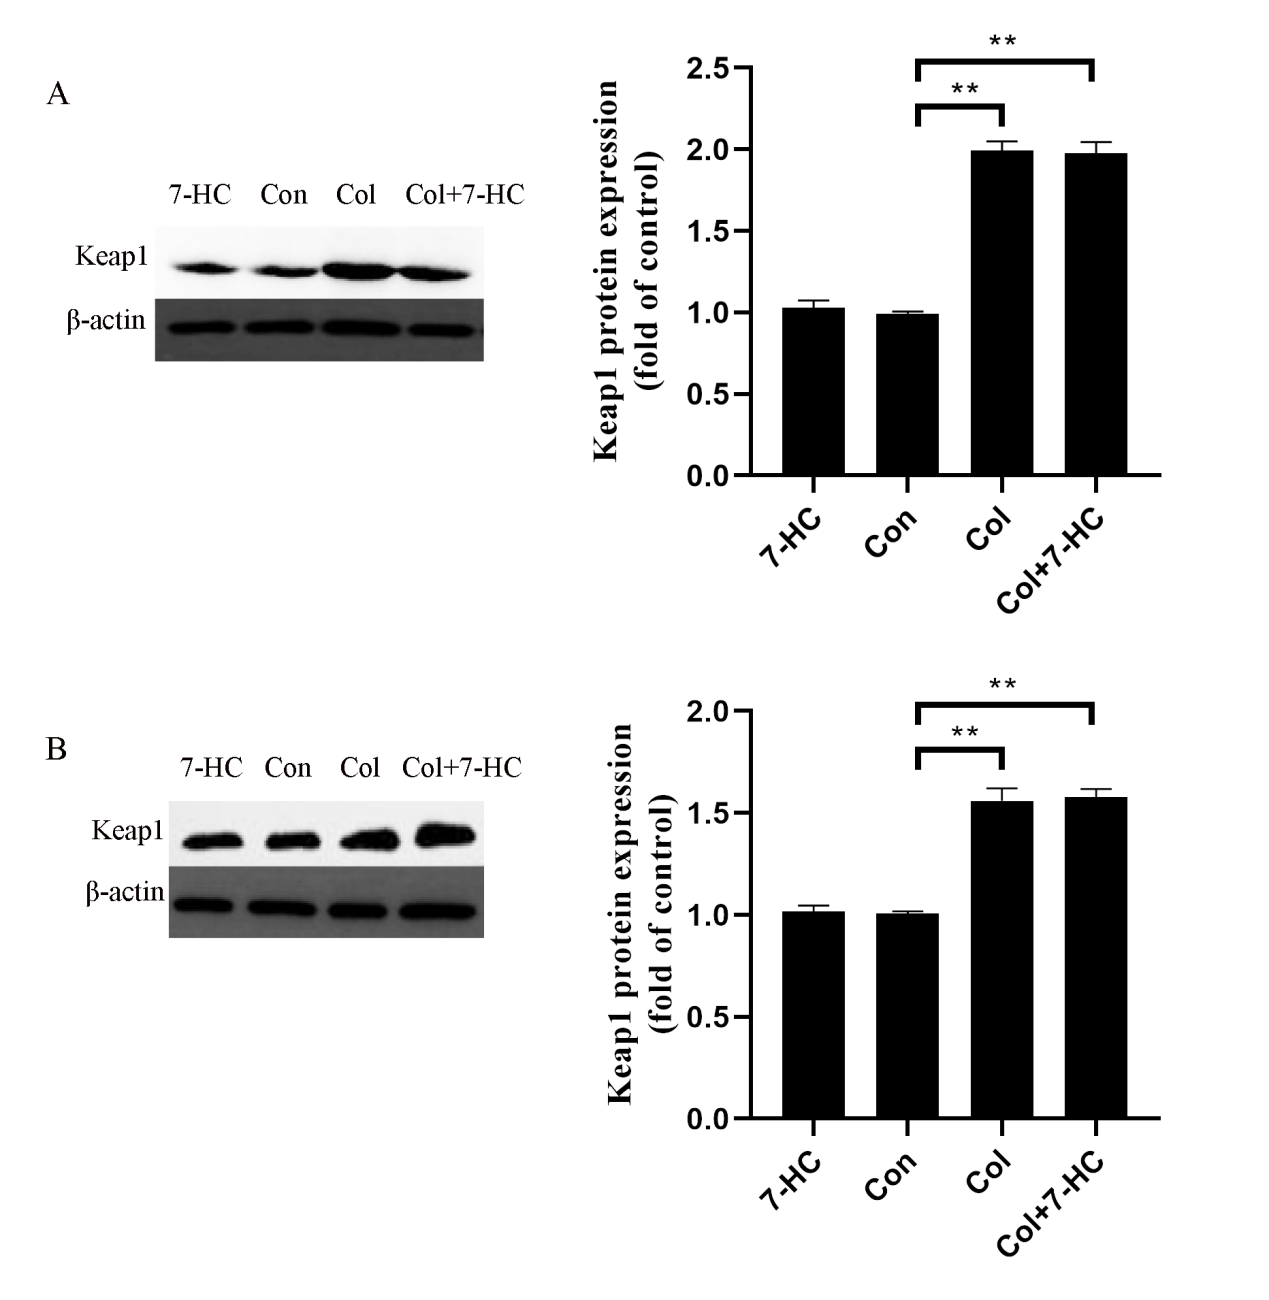

**Supplementary Figure 2** Effect of 7-HC on Keap1 protein expression. (A) Protein expression of Keap1 in the kidney tissues of mice (n = 3). (B) Protein expression of Keap1 in mRTECs (n = 3). Values are the mean ± SD that are significantly different indicated by asterisks as follows: ^**^*P* < 0.01. Con, control; Col, colistin.

.

How the deposited data were processed for this re-analysis (not part of the article)

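The deposited table holds 1 value per gene for each of 12 libraries labelled kidney, from 3 mice in each of 4 groups: control, 7-HC, colistin and colistin + 7-HC. The authors filtered reads with SOAPnuke, aligned them to the mouse genome (GRCm38.p6) with HISAT2 2.0.4 and to a coding gene set with Bowtie2 2.2.5, and estimated expression with RSEM 1.2.12. Their own comparisons used DESeq2 1.4.5. The unit is not stated. The values are not whole numbers and their sums per library are unequal, so they were taken as FPKM that the authors computed with RSEM before deposit, with no further scaling between libraries. Counts, reads per library and the strand of the libraries are not given, so no counting interval or floor was computed. Genes that overlap another gene, or that have near-identical copies, can hold reads of the other.

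The table lists 22899 genes. Of these, 17738 have values and 5161 are blank in all 12 libraries; what a blank stands for is not stated. Identifiers of 21633 genes matched the reference annotation and 1266 did not. Genes at 1 FPKM or more in at least 3 libraries were tested, which left 10764. Values were compared as log2(FPKM + 0.5) with limma 3.58.1 in R 4.3.3, with the mean-variance trend, all 12 libraries in 1 fit and a term per group. The pseudocount makes the fold changes of genes with low values smaller than the ratio of their means. P-values were adjusted by the method of Benjamini and Hochberg over the genes of each comparison, and a gene is said to rise or fall at an adjusted p under 0.05. The paper's thresholds, a fold change of 2 or more and a q of 0.001 or less, were also applied. The comparisons were colistin against control, colistin + 7-HC against colistin, 7-HC against control, colistin + 7-HC against control, colistin + 7-HC against 7-HC, and the interaction of both compounds. The plan named this test for a table of FPKM and another for counts, which the table does not hold. Single genes were also compared by an exact two-sided permutation test of 3 libraries against 3, whose smallest p is 0.1.

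There were 21 pathway lists and 18 marker lists. These lists, the comparisons, the tests, the alternatives and the rule for named genes were set before the data were examined. The rule takes every gene the paper names for mouse kidney, the 8 largest rises and the 8 largest falls among genes that passed with groups that did not overlap in the 2 comparisons of the paper, the 4 with the largest rise and fall for 7-HC against control and for the interaction, genes called in both of the paper's comparisons, and up to 4 members of each list. Lists were tested with camera at a preset correlation of 0.01 and adjusted over 105 tests; camera with an estimated correlation and fry were the alternatives. Wfdc15b, Tnf and Nos2, which the paper names, did not reach the filter on low values. Xist is not listed in the table. Of the genes the rule takes, 1 is not reported here.

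The fit was tested on simulated data with a spread per gene pooled over all groups, with 50 genes changed at each of 4 sizes. Of the genes changed 2-fold, 40 were recovered for colistin against control and 37 for colistin + 7-HC against colistin; of those changed 4-fold, 49 and 46. At the paper's thresholds 12 of the 50 genes changed 2-fold were recovered in either comparison. The simulated genes varied independently, without a library shifting many genes together. In the measured data, leaving out colistin replicate 2 gave 472 genes for colistin + 7-HC against colistin. The recovery for that comparison may thus be overstated. Relative depth was read from the steps between low values, with large ratios between libraries left out, so it cannot show a large difference in depth. Replicate numbers did not pair the samples: 2 of 18 same-numbered pairs had a correlation of residuals over 0.1.

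The alternatives were no filter on low values, 1 FPKM or more in every library, pseudocounts of 0.1 and 1, a fit of only the 2 groups compared, replicate number as a block, each library left out in turn, and camera against the other set tests. Scaling by median ratios and an unadjusted p under 0.05 with a fold change of 2 or more were added after the data were seen, as was quantile normalization of the log2 values of the tested genes, for the covariance of fold changes only. The interaction network, the protein measurements and the cell experiments of the paper were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.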

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

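The tests of the liver genes, of the Y-linked genes, of scaling and of attenuation by 7-HC were chosen only after the results they measure were seen.

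Genes of liver were abundant in libraries labelled kidney: the 10 liver markers had a median of 5905 FPKM in control, and Alb, Ttr and Cyp2e1 were at 50716, 5636 and 6174 FPKM. Of the 10 genes at least 2, Cyp2e1 and Fgb, are also expressed in kidney. A mixture of kidney and liver RNA is argued against, since 36 markers of the loop of Henle, distal convoluted tubule, principal cells and intercalated cells had a median of 0.03 FPKM in control (0.10 over the 28 with values). The liver list exceeded each of the 6 nephron and glomerulus lists in 12 of 12 libraries. Libraries prepared from liver, or values of liver libraries under these labels, would give this. The count restates the abundance that raised the question, so it is no separate test of that explanation. The design holds 1 tissue, so no biological explanation was tested.

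Y-linked genes were measured in libraries of mice recorded as female, with a median of 6.36 FPKM in control. Reads of the X-linked copy are argued against for Uty, whose lowest ratio to Kdm6a was 1.11. The median ratio to the X-linked copy was 0.22 for Ddx3y and 0.21 for Kdm5d. Shared reads cannot be told apart from own expression there, since a ratio below 1 fits both. For Eif2s3y the median ratio was 0.90 (0.66 to 1.06), near the ratio of 1 that an equal split of shared reads gives, so shared reads stay open there too. Male mice in some of the libraries only are argued against, since the summed values ranged from 25.1 to 38.8 FPKM, a ratio of 1.55. Each of the 4 genes was at 1 FPKM or more in 12 of 12 libraries, as RNA of male mice in all of them would give. This restates the observation, so it is no separate test of that explanation. The sex of the animals was not varied in the design, so no biological explanation was tested.

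Fold changes of colistin + 7-HC against colistin ran opposite to those of colistin against control, with a covariance of -0.125. Scaling by 1 factor per library is argued against, since it cannot make a covariance across genes. Quantile normalization kept 100.2% of the covariance (99.6% to 101.8% with 1 library left out). It took the share of higher genes among those called in colistin against control from 38.9% to 49.2%. Scaling by median ratios, which is 1 factor per library, gave 49.4%, so that shift does not show that genes moved apart. Whether quantile normalization moved them apart was not measured, so it does not decide on other kinds of scaling. The colistin libraries shared by both comparisons stay open: the covariance lies below the lowest of 100 simulated values (-0.076), and was -0.077 without colistin replicate 1 and -0.227 without colistin replicate 2, but the simulated groups hold no spread of the colistin effect, and 3 of 20 ordered splits of the 6 libraries given colistin gave a covariance as low. Separate colistin libraries in each comparison gave covariances from -0.205 to 0.03, and without colistin replicate 2 the count of genes in colistin + 7-HC against colistin was 472. Attenuation by 7-HC cannot be told apart from this. The mean log2 change in the direction of the call was taken per library. Colistin libraries were set against the control mean and colistin + 7-HC libraries against the 7-HC mean. Over the genes called in colistin + 7-HC against 7-HC, colistin minus colistin + 7-HC was -0.149 (exact permutation test, p = 0.2). Over those called in colistin against control it was 0.256 (exact permutation test, p = 0.1, the smallest possible). The libraries of a group share 1 baseline, and the permutation leaves out the error of that baseline, so these p-values do not test the difference. Each gene set also favours the group it was chosen in.

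The effect of colistin differed with 7-HC present for 32 genes (17 higher, 15 lower), by the test of the interaction. The highest of 99 other drawn splits of the libraries gave 13 genes, so that 1 of 100 splits gave as many, which argues against chance at the main setting alone. The splits moved the 7-HC label both with and without colistin. They thus test for any effect of 7-HC or its vehicle, not for the interaction itself. The count was 6 with no filter on low values, 5 with a pseudocount of 0.1 and 0 with replicate number as a block. It was 23 with 1 FPKM in every library and 36 with a pseudocount of 1. After scaling by median ratios, an alternative chosen after the data were seen, it was 28. Without control replicates 1, 2 and 3 the count was 2, 1 and 23. Without 7-HC replicates 1, 2 and 3 it was 3, 0 and 0. Without colistin replicates 1, 2 and 3 it was 0, 136 and 0, and without colistin + 7-HC replicates 1, 2 and 3 it was 1, 0 and 0. By the same test the log2 values were 1.76 for Bex2, 1.36 for Shank2, 2.39 for the E-cadherin gene Cdh1 and 2.98 for Hsd3b2. They were -1.84 for Nt5e, -0.96 for Ropn1l, -1.24 for Tm7sf2 and -2.18 for the metallothionein gene Mt2. Each of these 8 genes lost its call with 8 to 11 of the 12 libraries left out in turn.

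For 7-HC against control, a comparison for which the paper gives no list of genes from sequencing, 18 genes passed. In colistin against control, 14 cholesterol synthesis genes rose, a group the paper does not discuss. In the same comparison 14 genes of the unfolded protein and integrated stress response rose, also outside those it discusses.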

How the results depend on the processing

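Scaling by median ratios, quantile normalization and the unadjusted p with a fold change of 2 or more were chosen only after the results were seen. Of 144 values of named genes, 103 kept their direction and side of the threshold under every setting that held them. Under the planned settings apart from left-out libraries 115 did. With 1 FPKM in every library 111 values were held, and with only the 2 groups compared 136. At an adjusted p under 0.05, the count of colistin against control kept within 1.5 times of 3515 under every setting. Colistin + 7-HC against colistin had 1 gene, and 3 with no filter, 0 with 1 FPKM in every library, 0 with a pseudocount of 0.1 and 0 with only the 2 groups compared; at the paper's thresholds it had 1 with a pseudocount of 1. The overlap with colistin against control was 2, 0, 0 and 0 in the same 4 settings, and 1 at the paper's thresholds with a pseudocount of 1. The interaction gave 6 genes with no filter, 5 with a pseudocount of 0.1 and 0 with replicate number as a block. 7-HC against control gave 11 genes with 1 FPKM in every library, 0 with only the 2 groups compared and 8 with the block. Colistin against control at the paper's thresholds gave 78 genes with only the 2 groups compared and 412 with the block. The list tests called 33 of 105, 0 with an estimated correlation and 11 with fry, all 11 in colistin against control. The correlation with colistin + 7-HC against 7-HC was 0.77 with no filter, 0.81 with 1 FPKM in every library and 0.77 with a pseudocount of 0.1. The covariance of colistin against control with colistin + 7-HC against colistin was -0.0846 with no filter and -0.163 with a pseudocount of 0.1. With an unadjusted p and a fold change of 2 or more, counts were 1244, 139 and 155 for colistin against control, colistin + 7-HC against colistin and 7-HC against control, and 94 for the overlap. A fit of 2 groups has fewer libraries behind its spread; for the other changes the cause was not tested.

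With 1 library left out the ranges were 2480 to 3829 genes for colistin against control, 0 to 472 for colistin + 7-HC against colistin, 4 to 61 for 7-HC against control, 1768 to 3082 for colistin + 7-HC against control, 2351 to 3593 for colistin + 7-HC against 7-HC and 0 to 136 for the interaction. At the paper's thresholds they were 310 to 932, 0 to 0 and 0 to 1 for the first 3, and 0 to 0 for the overlap, which at an adjusted p under 0.05 was 0 to 397. Correlations ranged from 0.760 to 0.800 and from -0.612 to -0.335, that covariance from -0.227 to -0.077, and list tests from 27 to 34. Nfe2l2 in colistin + 7-HC against colistin ranged from -0.18 to 0.12 and in colistin against control from -1.12 to -0.81. Hdac1 ranged from 0.12 to 0.23, from -0.24 to -0.09 and from -0.38 to -0.20 in its 3 comparisons. Values that changed sign had all failed the test: Hdac2 in colistin against control from -0.086 to 0.015, and in colistin + 7-HC against colistin Hdac2 from -0.069 to 0.032, Keap1 from -0.11 to 0.07, Sod3 from -0.33 to 0.04, Foxo3 from -0.10 to 0.16 and Bmp7 from -0.075 to 0.27. After scaling by median ratios Hdac2 was 0.063 in colistin against control and Foxo3 -0.016 in colistin + 7-HC against colistin. Of 1719 values of named genes with a library left out, 166 kept their direction and no longer passed. The alternatives for counts (another normalization of counts, DESeq2 in 2 forms, limma-voom and thinning of the reads) were not run, since the table holds no counts. The depth of the libraries is not known.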

Differences from the paper's values

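The setting with an unadjusted p was chosen only after the values were seen.

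The paper reports 1005 differentially expressed genes between control and colistin, and 633 passed its thresholds here, where limma stood in for DESeq2. Of the alternatives set before the data were examined, leaving out colistin replicate 2 gave 932, within 1.5 times of the paper's value; the others gave 78 to 649. With an unadjusted p under 0.05 and a fold change of 2 or more, a setting chosen after seeing the values, the count was 1244. For colistin against colistin + 7-HC the paper reports 458 genes, and 0 passed its thresholds here, with 1337 at an unadjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times of the paper's value at these thresholds; they gave 0, or 1 with a pseudocount of 1. Without colistin replicate 2, 472 genes passed at an adjusted p under 0.05 with no fold threshold. The setting chosen after seeing the values gave 139. The paper's overlap holds 142 genes, and 0 were shared here at its thresholds, with 1 for a pseudocount of 1 and 0 for the other alternatives set before the data were examined. Without colistin replicate 2 the overlap at an adjusted p under 0.05 was 397, and the setting chosen after seeing the values gave 94, of which 87 went in opposite directions. The paper's gene lists are not at hand, so how many of its genes these settings drop is not known.

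The paper places HDAC1 and Nrf2 among the genes shared by both comparisons. Here Hdac1 had log2 fold changes of 0.16 in colistin against control (adjusted p = 0.348 from limma) and -0.15 in colistin + 7-HC against colistin (adjusted p = 0.644), with the signs the paper states and intervals of -0.11 to 0.42 and -0.42 to 0.11. Neither Hdac1 nor Nfe2l2 was among the 94 genes of the setting chosen after seeing the values. Nfe2l2 fell by 0.95 on the log2 scale in colistin (adjusted p = 0.00263), the direction the paper gives for Nrf2 protein, and had -0.04 with 7-HC added (adjusted p = 0.957), where the paper gives a rise of the protein. The paper states that 7-HC alone lowered HDAC1 mRNA, and the value here was -0.27 (adjusted p = 0.514, interval -0.54 to -0.004). Lcn2 rose by 8.52, the direction the paper gives for the serum protein it encodes. The paper describes the animals as female and the tissue as kidney. Ddx3y was at 6.53 to 10.1 FPKM in the 12 libraries, and Umod, a loop of Henle marker, was listed at 0 in 11 of 12. Over the 12 libraries the proximal tubule list had medians of 0.04 to 0.26 FPKM and the liver list medians of 2731 to 6197. Of the 22 proximal tubule markers, 8 were at 1 FPKM or more in control. As sets, these lists argue against kidney as the main source of the RNA. Differences from the paper's kidney measurements thus cannot be read as differences within kidney.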

Other observations

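The splits of the libraries were chosen before the results were seen, and the mRNA values beside the paper's protein measurements were chosen only afterwards.

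Metallothionein genes rose and the steroid dehydrogenase gene Hsd3b5 fell in 7-HC against control. The paper describes 7-HC as given in DMSO and control mice as given saline, so the compound and its vehicle cannot be separated in this comparison. Of the 18 genes that passed in 7-HC against control, 8 were higher and 10 lower. Mt1, a metal-binding metallothionein gene, rose by 2.18 on the log2 scale, Mt2 by 1.97, from 206 to 806 FPKM, and the acyl-CoA thioesterase gene Acot1 by 1.62. Hsd3b5 fell by 3.94, from 60.0 to 2.76 FPKM. With only the 2 groups compared, 0 genes passed limma's test, where 1032 had an unadjusted p under 0.05 in the fit of all groups. The count was 11, 7 and 61 without control replicates 1, 2 and 3, 9 and 4 without 7-HC replicates 1 and 2, 11 without colistin replicate 3, and 10 without colistin + 7-HC replicate 2 or 3. The call of Mt1 and of Mt2 was lost without 7-HC replicate 2 (adjusted p = 0.0519 for both). Of 20 interferon-stimulated genes none fell (6 adjusted over the list alone), with a median of -1.07 and a camera adjusted p of 1.43e-09, and adjusted p = 0.504 with an estimated correlation. Their mean log2 values were 3.30, 3.48 and 2.11 in the control libraries and 1.95, 1.84 and 2.09 in those of 7-HC, so the difference rests on control replicates 1 and 2. The medians of the macrophage and red blood cell lists moved by -0.54 and 0.99 in the same comparison, with no gene of either passing, so a change of cell content stays open. In the interaction 1 of these 20 passed, Usp18 at 2.92 (adjusted p = 0.0429 from limma; 7 adjusted over the list alone), a gene named after its value was seen, and it did not pass without 7-HC replicate 2 or 3, colistin replicate 1 or 3, or colistin + 7-HC replicate 2 or 3, where the interaction called 0 genes. Of 22 fatty acid oxidation genes 1 rose in 7-HC against control (3 adjusted over the list alone; camera adjusted p = 1.69e-07, and adjusted p = 0.504 with an estimated correlation). The median of the liver list moved by -0.20 in the same comparison and none of its genes passed.

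Genes of the circadian clock fell in colistin: 10 of 14 fell and 2 rose (12 and 2 adjusted over the list alone; camera adjusted p = 0.0206, and adjusted p = 0.504 with an estimated correlation). Ciart fell by 2.39, Nr1d1 by 1.24 and Bhlhe40 by 1.04. In the 3 colistin libraries Ciart was at 2.09, 17.6 and 5.89 FPKM and Bhlhe40 at 18.6, 19.8 and 18.7. The libraries thus differ in some of these genes. The hour of day at which each mouse was sampled is not given. Of 10 genes of the aryl hydrocarbon receptor and coumarin metabolism list, 6 fell and 1 rose (6 and 1 adjusted over the list alone), with Cyp1a2 at -2.81 and Ugt1a1 at -2.37. Of 20 interferon-stimulated genes 7 fell and 3 rose, of 21 apoptosis genes 3 fell and 4 rose, and of 14 p53 target genes 1 fell and 2 rose; after scaling by median ratios, an alternative chosen after the data were seen, 5 fell and 4 rose, 3 fell and 6 rose, and 0 fell and 5 rose. Of 12 macrophage markers 2 rose, with Cd14 at 5.17, and 1 of 12 endothelial markers fell. With 7-HC added to colistin no member of any list passed. Camera called 9 lists lower and 5 higher, with the smallest p for the unfolded protein response (median -0.56; adjusted p = 6.65e-05, and adjusted p = 0.504 with an estimated correlation), heat shock (median -0.75; adjusted p = 7.08e-05, and adjusted p = 0.605 with an estimated correlation) and endothelial lists (median -0.39; adjusted p = 4.72e-05, and adjusted p = 0.504 with an estimated correlation). The mean log2 values of the heat shock list were 4.39, 5.66 and 4.24 in the colistin libraries and 3.86, 3.91 and 3.85 in those of colistin + 7-HC, so colistin replicate 2 carries much of that fall. Those of the unfolded protein response were 6.39, 5.56 and 6.07 against 5.32, 5.71 and 5.64, where colistin replicate 2 lies within the range of colistin + 7-HC. The 5 lists called higher were interferon-stimulated genes, oxidative phosphorylation, the aryl hydrocarbon receptor and coumarin metabolism list (median 0.72; adjusted p = 0.00217, and adjusted p = 0.504 with an estimated correlation), distal convoluted tubule and liver (median 0.29; adjusted p = 0.0402, and adjusted p = 0.504 with an estimated correlation). Of the distal convoluted tubule list only 2 genes were tested, and its member Slc12a3 was at 0.02 to 0.16 FPKM in the 12 libraries. In all, camera called 9, 14 and 10 of 35 lists in the first 3 comparisons, 0 with an estimated correlation. The set test fry called 11 lists in colistin against control. It called 0 lists in colistin + 7-HC against colistin and 0 in 7-HC against control, so the lists camera called in these 2 comparisons rest on the preset correlation.

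Transcripts of proteins the paper measured were also compared. Among the antioxidant enzymes, 5 of 21 rose and 6 fell in colistin: Sod2 rose by 1.59, while Cat fell by 1.76 and Gpx1 by 1.38. Sod1 was at -0.32 (adjusted p = 0.166) and Sod3 at -0.15 (-0.31 without colistin replicate 2 and -0.004 without colistin replicate 1). Casp9 was at -0.41 (adjusted p = 0.0885; 0.0497 with only the 2 groups compared and 0.0157 without 7-HC replicate 1). With 7-HC added, Cat was at 0.59 and passed only without colistin replicate 2 (0.92, adjusted p = 0.0228), with 0.31 without colistin replicate 1. The paper gives lower HO-1 protein in kidneys of the colistin group (Fig. 2F), and Hmox1 mRNA rose by 3.50. Liver markers were abundant and nephron markers low in these libraries. These lists argue against kidney as the main source of the RNA. The values beside the paper's kidney measurements thus differ from them in molecule and probably in tissue. Bid rose by 1.49 and Fas by 1.53, and Foxo3 fell by 1.26 and Bmp7 by 1.15.

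With 10 splits of 3 libraries against 3, no comparison can reach a share under 0.05. The real count was 3515 for colistin against control, where the highest other split gave 1 gene, 1 for colistin + 7-HC against colistin, where another split gave 4 and 3 of the 10 splits gave as many, and 18 for 7-HC against control, where the highest other gave 2. It was 2812 for colistin + 7-HC against control, with 0 as the highest other, and 3349 for colistin + 7-HC against 7-HC, with 1.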
